# The KDM5B and KDM1A lysine demethylases cooperate in regulating androgen receptor expression and signalling in prostate cancer

**DOI:** 10.3389/fcell.2023.1116424

**Published:** 2023-04-19

**Authors:** Veronika M. Metzler, Simone de Brot, Daisy B. Haigh, Corinne L. Woodcock, Jennifer Lothion-Roy, Anna E. Harris, Emeli M. Nilsson, Atara Ntekim, Jenny L. Persson, Brian D. Robinson, Francesca Khani, Kristian B. Laursen, Lorraine J. Gudas, Michael S. Toss, Srinivasan Madhusudan, Emad Rakha, David M. Heery, Catrin S. Rutland, Nigel P. Mongan, Jennie N. Jeyapalan

**Keywords:** epigenetics, splicing, transcriptional regulation, KDM-inhibitors, histone modification

## Abstract

Histone H3 lysine 4 (H3K4) methylation is key epigenetic mark associated with active transcription and is a substrate for the KDM1A/LSD1 and KDM5B/JARID1B lysine demethylases. Increased expression of KDM1A and KDM5B is implicated in many cancer types, including prostate cancer (PCa). Both KDM1A and KDM5B interact with AR and promote androgen regulated gene expression. For this reason, there is great interested in the development of new therapies targeting KDM1A and KDM5B, particularly in the context of castrate resistant PCa (CRPC), where conventional androgen deprivation therapies and androgen receptor signalling inhibitors are no longer effective. As there is no curative therapy for CRPC, new approaches are urgently required to suppress androgen signalling that prevent, delay or reverse progression to the castrate resistant state. While the contribution of KDM1A to PCa is well established, the exact contribution of KDM5B to PCa is less well understood. However, there is evidence that KDM5B is implicated in numerous pro-oncogenic mechanisms in many different types of cancer, including the hypoxic response, immune evasion and PI3/AKT signalling. Here we elucidate the individual and cooperative functions of KDM1A and KDM5B in PCa. We show that KDM5B mRNA and protein expression is elevated in localised and advanced PCa. We show that the KDM5 inhibitor, CPI-455, impairs androgen regulated transcription and alternative splicing. Consistent with the established role of KDM1A and KDM5B as AR coregulators, we found that individual pharmacologic inhibition of KDM1A and KDM5 by namoline and CPI-455 respectively, impairs androgen regulated transcription. Notably, combined inhibition of KDM1A and KDM5 downregulates AR expression in CRPC cells. Furthermore, combined KDM1A and KDM5 inhibition impairs PCa cell proliferation and invasion more than individual inhibition of KDM1A and KDM5B. Collectively our study has identified individual and cooperative mechanisms involving KDM1A and KDM5 in androgen signalling in PCa. Our findings support the further development of KDM1A and KDM5B inhibitors to treat advanced PCa. Further work is now required to confirm the therapeutic feasibility of combined inhibition of KDM1A and KDM5B as a novel therapeutic strategy for targeting AR positive CRPC.

## 1 Introduction

The androgen receptor (AR, NR3C4) is the key driver of prostate cancer (PCa) initiation and progression (Hoang et al., 2017; Takeda et al., 2018; Duan et al., 2019). For this reason, androgen deprivation therapies (ADT) and AR signaling inhibitors (ARSI) remain the important treatments for advanced PCa (Hoang et al., 2017). ADT and ARSI inhibit androgen driven PCa (de Brot et al., 2015), but the emergence of castrate-resistant PCa (CRPC) where the AR continues to orchestrate pro-oncogenic signaling occurs frequently in ADT-treated patients (Sharma et al., 2013). The emergence of castrate-resistance and disease progression, and indeed the increasing numbers of treatment-emergent neuroendocrine PCa (NePC) which lack AR signaling (Mucci et al., 2000; Humphrey, 2012; Dang et al., 2015), represents major therapeutic challenges (Beltran et al., 2014). Recently, clinical studies showed improved outcomes for the combination of ADT with next-generation AR antagonists in both non-metastatic and metastatic CRPC (Cattrini et al., 2019; Mori et al., 2020; Sathianathen et al., 2020), but therapy resistance still emerges. For these reasons there is an urgent clinical need to develop novel therapeutic approaches that both block androgen signaling in PCa cells and prevent or bypass the emergence of castrate resistance (Siegel et al., 2020).

The transcriptional functions of the AR depend on the recruitment of multiple, enzymatically distinct, epigenetic coregulators, including lysine demethylases (KDMs) which cooperate to regulate transcription of AR-regulated genes (Metzger et al., 2005; Kahl et al., 2006; Wissmann et al., 2007). Furthermore, the expression of AR, in turn, is subject to epigenetic regulation by lysine demethylase KDM1A (Cai et al., 2011; Cai et al., 2014). We and others identified an additional level of reciprocal regulation whereby hsa-mIR-137 is upregulated by androgen in non-malignant prostate cells and functions to limit expression of notable AR coregulators, including the lysine demethylase coregulators KDM1A, JMJD2A/KDM2A and NCoA2/SRC-2 (Shin and Janknecht, 2007; Kauffman et al., 2011; Althoff et al., 2013; Nilsson et al., 2015). However, expression of hsa-miR-137 is epigenetically silenced in PCa, thereby enabling increased expression of AR coregulators and by inference, resulting in amplification of transcription mediated by the AR-coregulator complex (Nilsson et al., 2015). Collectively these data indicate complex regulation of the expression and function of the AR-coregulator complex in non-malignant prostate and PCa cells.

The importance of lysine demethylases in AR signaling and the availability of pharmacological inhibitors renders the KDMs therapeutic targets in PCa, including in CRPC. Crucial roles for KDM1A in PCa are well established (Kashyap et al., 2013; Nilsson et al., 2015). KDM1A can function to demethylate both activating and repressive H3 marks, specifically mono- and di-methylated histone H3 lysine 4 (H3K4) and histone H3 lysine 9 (H3K9) and is important in AR transcriptional regulation (Metzger et al., 2005; Metzger et al., 2010; Cai et al., 2014). The functional and clinical relevance of KDM5B in PCa is less well understood. KDM5B (JARID1B/PLU1), is also regulated by hsa-miR137 (Nilsson et al., 2015) and functions to demethylate H3K4 (Xiang et al., 2007; Klein et al., 2014). Expression of *KDM5B* is increased in several cancer types (Dai et al., 2014; Wang et al., 2015; Bamodu et al., 2016), including PCa (Xiang et al., 2007), with elevated expression implicated in multiple pro-oncogenic mechanisms in many cancer types (Hayami et al., 2010; Krishnakumar and Kraus, 2010; Dai et al., 2014; Shen et al., 2015; Zhao and Liu, 2015; Wang et al., 2016a; Bamodu et al., 2016; Wang et al., 2016b). Like KDM1A (Metzger et al., 2005; Cai et al., 2011), KDM5B has been reported to both interact with AR, promote AR signaling (Xiang et al., 2007) and regulate AR promoter activity in certain contexts (Casati et al., 2013). More recently, KDM5B was shown to be required for hyperactivation of the PI3K/AKT signaling (Li et al., 2020), supporting therapeutic targeting KDM5B in PCa. In contrast, a prostate-specific conditional KDM5B knock-out mouse suggested contrasting roles for KDM5B in prostate development and carcinogenesis (Liu et al., 2020). Despite the mechanistic relevance of KDM5B as a novel therapeutic target in PCa, understanding the functional and clinical relevance of KDM5B, and how the KDM1A and KDM5B H3K4 demethylases may cooperate in PCa remains incomplete. For this reason, we have completed a clinical and mechanistic analysis of KDM5B in PCa cell lines, prostate adenocarcinoma and neuroendocrine tumor patient specimens and examined the effect of individual and cooperative inhibition of KDM1A (Willmann et al., 2012) and KDM5B (Vinogradova et al., 2016) on androgen regulated gene expression. We also examine the effect of KDM5 family inhibition on cellular proliferation and invasion of PCa cells. Our results reveal that cooperate inhibition of KDM1A and KDM5 was required for downregulation of AR in CRPC.

## 2 Materials and methods

### 2.1 Ethics statement and tissue specimens

The project was conducted under the oversight of the local ethics committee of the University of Nottingham School of Veterinary Medicine and Science (approvals#: 3483 211102; 1533 150901; 1861 161006) and the Weill Cornell Medicine Institutional Review Board (approval: 1008011210). For the Nottingham cohort (Cohort 1), a series of prostatectomy specimens from prior to 2006 were obtained from the Nottingham University Hospital biobank (approval#:ACP0000184) and a tissue microarray comprising non-malignant prostate (*n* = 43) and PCa (*n* = 97) specimens prepared using standard methods. Tumor Gleason grades were reported by specialist urologic pathologists at the time of diagnosis. Demographics and clinical characteristics of study participants are provided (Table 1). The Weill Cornell cohort (Cohort 2) contained post-mortem specimens of metastatic (*n* = 40) and neuroendocrine PCa (NEPC; *n* = 13). Metastatic tumors were located at several locations over the body, including brain, bone and liver. NEPC tumors were in the prostate. No further clinical parameters were available. The Helsinki Declaration of Human Rights and the UK Human Tissue Act were strictly observed.

**TABLE 1:** Cohort 1—Nottingham TMA clinical parameters.

Clinicopathological parameters	Frequency N (%)
**Age**	
<60	44 (42.3%)
≥60	60 (57.7%)
**Race**	
White	94 (95.9%)
Mixed/Black Carribean	2 (2.05%)
Other	2 (2.05%)
**Gleason**	
6	12 (11.7%)
≥7	91 (88.3%)
**pTNM**	
T1 and T2	66 (66.7%)
T3	33 (33.3%)
**BCR**	
No	59 (64.1%)
Yes	33 (35.9%)

### 2.2 Bioinformatic analysis of KDM5B in clinical specimens

The cBioPortal for Cancer Genomics was used to study genetic alterations in KDM5B in primary and metastatic prostate adenocarcinoma, and neuroendocrine carcinoma patient specimens (https://www.cbioportal.org/) (Cerami et al., 2012). Overall survival and the disease and progression-free survival regarding alterations were calculated by Kaplan-Meier estimate using the cBioPortal. Three studies were included in the analysis: i) TCGA Prostate Adenocarcinoma study (n = 499) (Cancer Genome Atlas Research et al., 2015), ii) the SU2C/PCF Dream Team Metastatic Prostate Adenocarcinoma study (*n* = 444) (Abida et al., 2019) and iii) the Trento/Cornell/Broad Neuroendocrine PCa study (*n* = 114) (Beltran et al., 2016). PRAD TCGA transcript data was utilized. Patients were categorized into quartiles based on normalized KDM5B expression and differential analysis was performed using DESeq2 (Love et al., 2014), comparing global gene expression in patients with low (quartile 1) *versus* high (quartile 4) KDM5B expression. Pathway analysis was carried out using WebGestalt 2017 (Wang et al., 2017).

### 2.3 Immunohistochemistry

The expression and clinical-pathologic associations of KDM5B expression were assessed using immunohistochemistry as described (Kashyap et al., 2013). Briefly, 4 μm sections of the Nottingham and Weill Cornell PCa TMAs were incubated with the anti-KDM5B antibody (1:50 dilution; #H00010765-M02, Abnova, Taipei City, Taiwan) and signal detected using the Novolink Max Polymer Detection system (Leica Biosystems; Milton Keynes, United Kingdom). High resolution slide scans were prepared for each stained TMA and staining assessed using a modified Histo-score (H-score) considering both intensity and % cell positivity on a range of 0–300. Both nuclear and cytoplasmic staining were analysed, and a proportion of cores (10%) independently assessed to identify inter-observer variability. Discordant scores reviewed by both observers in consultation with an expert histopathologist (MST). For H scores, *p*-values were determined by χ2-test (asymptotic significance, 2-sided) using IBM^®^ SPSS^®^ Statistics, Version 24. Statistical significances of Kaplan-Meier estimates were calculated using the log-rank (Mantel-Cox) test. Scoring reliability between two independent scorers was analysed by both Cronbach’s alpha in SPSS and Spearman’s rank-order correlation.

### 2.4 Cell lines and culture conditions

The immortalized non-malignant human prostate epithelial cell line PNT1A was provided by Dr. Jenny Persson (Umeå University). LNCaP were purchased from the European Collection of Authenticated Cell Cultures via United Kingdom Health Security Agency (formerly Public Health England), 22Rv1 (#CRL-2505), PC3 (#CRL-1435) and Du145 (#HTB-81) were obtained from ATCC and LNCaP-C4-2 (#CRL-3314) were a generous gift from Dr. Doug Scherr, Department of Urology, Weill Cornell Medicine. All cell lines were maintained in 5% CO2 in phenol red containing RPMI-1640 medium supplemented with 10% fetal bovine serum (FBS, 1% penicillin-streptomycin, 2 mM L-Glutamine and 1 mM sodium pyruvate. For androgen (R1881) experiments, cells were grown in phenol red-free RPMI-1640 medium supplemented with 1% penicillin-streptomycin, 2 mM L-Glutamine and 1 mM sodium pyruvate and either 10% hormone depleted dialyzed or charcoal-stripped FBS. For androgen treatments, cells were treated for 72 h with 1 nM R1881 (Sigma Aldrich) dissolved in ethanol, and 0.1% ethanol treatments were used as vehicle control. KDM5B selective inhibitor CPI-455 Cayman Chemical (Michigan, United States) (Vinogradova et al., 2016) and KDM1A inhibitor Namoline (Abcam, Cambridge, United Kingdom) were dissolved in 100% DMSO and used at concentrations 25–50 µM. Final DMSO concentrations for all experiments were <0.1%.

### 2.5 SiRNA mediated functional depletion and pharmaco-inhibition of KDM5B.

Functional depletion of KDM5B in PCa cells was performed using ON-TARGETplus siRNA SMART pools (DharmaconTM, Lafayette, CO) using for human KDM5B (#L-009899-00–0005). ON-TARGETplus non-targeting “scramble” control siRNAs (#D-001810-10-05, GE DharmaconTM) were employed as negative controls. Cells were transfected using DharmaFECT-2 Transfection Reagent (GE DharmaconTM) and transfection was performed after manufacturer’s instructions. The effect of KDM5B inhibitors on PCa cell proliferation was measured by treating PCa cells with CPI-455, alone or in combination with R1881 and cell numbers were measured after 3 and 6 days using a CyQUANT NF Cell Proliferation Assay Kit (Invitrogen) and fluorescence measurement was performed with excitation at ∼485 nm and emission detection at ∼530 nm in the Varioskan Flash plate reader (Thermo Fisher Scientific, Massachusetts, United States).

### 2.6 Gene expression analysis

For gene expression analysis, PCa cells were plated in 6-well plates (Greiner Bio-one) and grown until 60%–70% confluent before treatment. Cells were treated with CPI-455 (25 μM, 50 µM) and/or R1881. Cells were treated CPI-455 and Namoline then cells harvested for RNA extraction using Trizol (Ambion) or RNeasy kits (Qiagen) and cDNA synthesised using Quanta cDNA synthesis kits (VWR). For mRNA expression analysis, hydrolysis probe based real-time quantitative polymerase chain reaction (RT-qPCR) was performed with the following TaqmanTM probes (ThermoScientific, Massachusetts, United States): KDM5B Hs00981910_m1; GAPDH Hs03929097_g1; PSA/KLK3 Hs02576345_m1; TMPRSS2 Hs01122322_m1; VEGFA Hs00900055_m1; AR Hs00171172_m1; FOXA1 Hs04187555_m1; NKX3.1 Hs00171834_m1. GAPDH was used as a house keeping gene. The qRT-PCR reactions were performed in a LightCycler 480 II (Roche) instrument as described (Nilsson et al., 2015). For multiple comparisons one-way ANOVA was used by comparing the mean of each column with the mean of every other column with no matching or pairing and corrected for multiple testing using the Bonferroni *post hoc* method. For comparison of two means, parametric t-tests were carried out. Non-parametric t-test (Welch’s) was utilized for comparisons between cell-lines and for drug-treatments within the same cell-line t-test was performed. In general, ≥2-fold difference in mRNA considered biologically significant and *p*-values ˂0.05 were considered statistically significant with a confidence interval of 95%.

### 2.7 Immunoblotting

For western analysis, cells were washed with 1X phosphate-buffered saline (PBS) and harvested in final sample buffer (100 mM Tris-HCl pH 6.8, 4% SDS, 20% glycerol) and stored at −80°C. Protein concentration was measured using the DCTM (detergent compatible) Protein Assay (BIO-RAD) and were diluted to 800–1500 μg/μL stock solutions for Western blot analysis and stored at −80°C. Protein samples (10–20 µg) were diluted with 5X Laemmli loading buffer and boiled at 95°C for 5 min before loading and PAGE after which proteins were transferred from the gel onto a polyvinylidene difluoride (PVDF) membrane (Immobilon-P Membrane, 0.45 µm, Merck) via semi-dry blotting. The membrane was blocked using either 5% BSA or 3% milk as indicated for the respective antibodies. The antibodies and dilutions used were rabbit anti-hKDM5B (Cell Signaling # 3273, 1/1000); mouse monoclonal anti-GAPDH (Abcam, ab9484, 1/5000) and mouse monoclonal anti-actin (Invitrogen, MA515739, 1/10,000). Goat Anti-Mouse IgG (ab97023, Abcam, Cambridge, United Kingdom) or Goat Anti-Rabbit IgG (ab6721, Abcam) were used as secondary antibodies and signal detected using Amersham TM ECL Prime reagent (GE Healthcare, Chicago, United States) and image captured using a ChemiDoc TM MP Imaging System (BIO-RAD, Caifornia, United States) and the signal intensity quantified using Image studio Lite software (Licor).

### 2.8 RNA seq analysis

RNA Seq analysis was performed in biological replicates of PCa cells treated with vehicle (DMSO, 0.05%) plusR 1881 (1 nM) and R1881 (1 nM) and CPI-455 (50 µM). Fastq files were quality processed (phred score >30 retained) and adapters trimmed using TrimGalore. The QC-processed reads were aligned to the human Ensembl annotated reference genome (GRCh38) using the STAR aligner. Differential gene expression were calculated using FeatureCounts (Liao et al., 2014) and EdgeR (Robinson et al., 2010) as described in Minton et al., 2016 (Minton et al., 2016). Pathway analysis was performed using WebGestalt (Wang et al., 2017). For pathway analysis the RNASeq data was filtered according to log2FC ≥ 1 and ≥−1 respectively. Differential splicing analysis was conducted using rMATs (Shen et al., 2014). RNA-Seq data is available from NCBI-GEO under the following accession: GSE194278.

## 3 Results

### 3.1 KDM5B alterations increase with PCa progression

Using cBioPortal (Cerami et al., 2012), we analysed *KDM5B* gene alterations in the TCGA PRAD prostate adenocarcinoma study (*n* = 499), the SU2C/PCF Dream Team Metastatic Prostate Adenocarcinoma study (n = 444) and the Trento/Cornell/Broad Neuroendocrine PCa study (*n* = 114). Comparison of the 1057 tumors showed *KDM5B* was most frequently altered in neuroendocrine tumors (28.07%), followed by metastatic prostate adenocarcinoma (8.56%) and TCGA PRAD cohort (0.4%), with the majority of alterations consisting of gene amplification (Figure 1A). In the TCGA PRAD cohort analysis of mRNA expression of *KDM5B* was altered in 29.2% tumors (147/499 cases) of which 16.8% had high mRNA levels and 12.4% had low mRNA levels (Figure 1B). None of the cases had copy number alterations and only two cases possessed a *KDM5B* coding variant, suggesting *KDM5B* changes at the transcriptional level in adenocarcinomas are not attributable to sequence or copy number alterations. This was confirmed by GISTIC analysis correlation with mRNA levels in the TCGA PRAD cohort, where *KDM5B* levels varied greatly within tumors with diploid copy number and a significant weak correlation (*n* = 147; Pearson correlation 0.29 *p* = 3.14e-11); (Supplementary Figure S1A). Utilizing the PRAD TCGA data, a comparison of global gene expression associated in patients with low *KDM5B* (quartile 1, Q1) as compared to patients with high *KDM5B* (quartile 4, Q4) was completed. Expression of 7088 transcripts (5458 genes) were higher in patients with low *KDM5B*, and expression of 9024 transcripts (5463 genes) were lower in patients with low *KDM5B* as comparted to patients with high KDM5B (Supplementary Table S1A). Pathway analysis identified genes expressed higher in tumors with high *KDM5B* (Q4) to be involved in cancer pathways, including PCa. Genes that were expressed higher in low *KDM5B* tumors (Q1) were involved in metabolic signaling pathways (Supplementary Table S1A).

**FIGURE 1:**
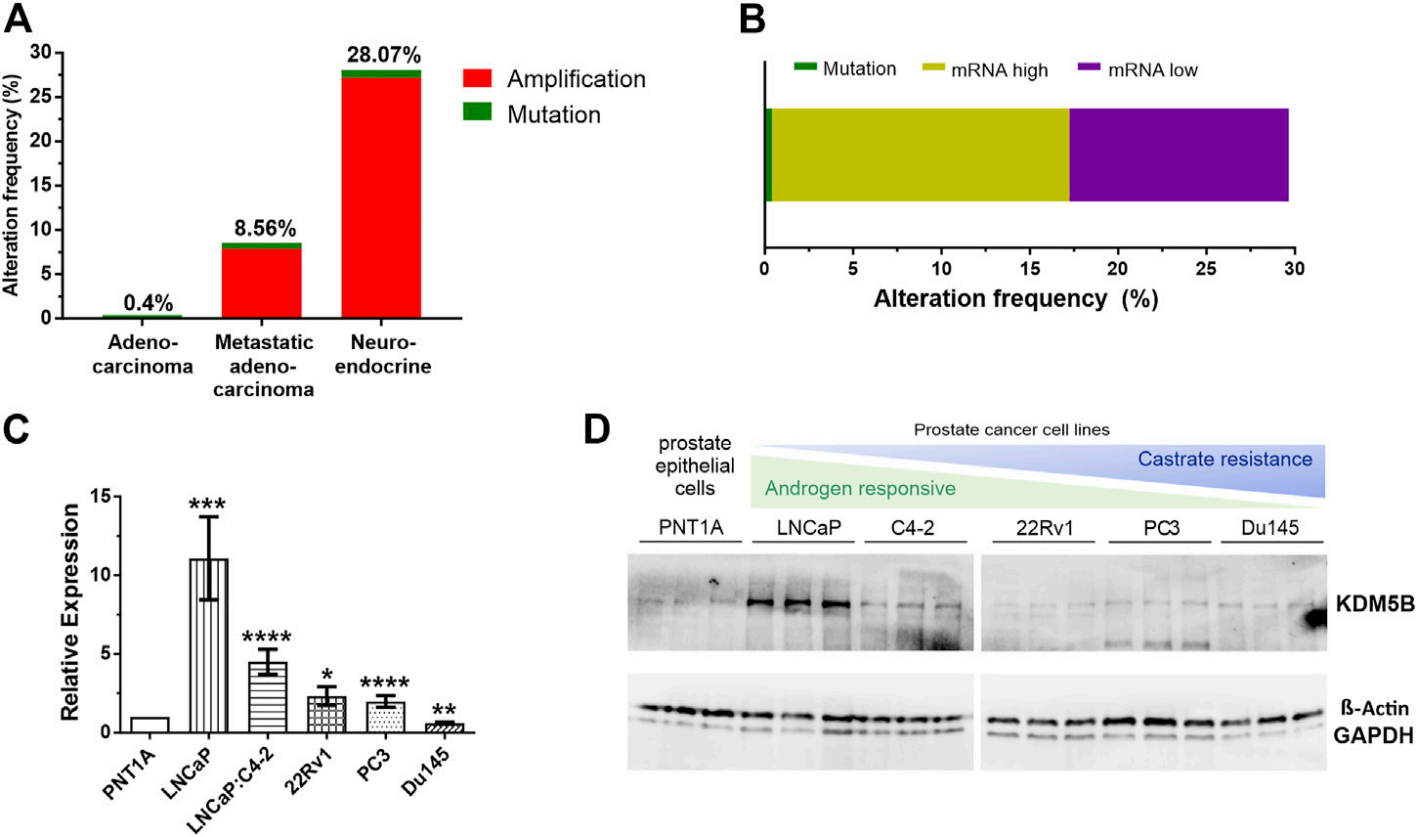
KDM5B alterations in prostate cancer (PCa) patients. **(A)** Percentage of *KDM5B* alterations in a comparative analysis of prostate cancer patients from the TCGA Provisional Prostate Adenocarcinomas, the SU2C/PCF Dream Team Metastatic Prostate Adenocarcinomas and the Trento/Cornell/Broad Neuroendocrine Prostate Cancer studies (total *n* = 1057). **(B)** Percentage mutations and *KDM5B* mRNA levels in the 147 TCGA PCa patients with *KDM5B* alterations (RNA Seq V2 RSEM, mRNA expression *z*–score = 1). **(C)** *KDM5B* mRNA levels in PCa cell lines compared to non-malignant epithelial cells, PNT1A. Significant higher expression shown for LNCaP, LNCaP: C4-2, 22RV1, and AR negative PC3. DU145 expression was significantly lower than PNT1A. **(D)** Immunoblot showing KDM5B protein levels in PCa cell lines, both Beta-Actin and GAPDH used as loading controls. Significance shown as *p ≤ 0.05, **p ≤ 0.005, ***p ≤ 0.001, *p ≤ 0.0001.

KDM5B levels were analysed in PCa and CRPC cell lines. *KDM5B* expression was generally higher in PCa cell lines when compared to prostate epithelial PNT1A cells (Figure 1C). At the protein level, KDM5B was expressed in all PCa cell lines, but interestingly was higher in AR-dependent LNCaP cells as compared to prostate epithelial cells, PNT1A (Figure 1D). Treatment of PCa cell lines with synthetic androgen, R1881, for 72 h did not affect *KDM5B* expression in the androgen-responsive LNCaP and LNCaP:C4-2 cells (Supplementary Figure S1B) indicating *KDM5B* is not androgen regulated.

### 3.2 KDM5B in PCa specimens and clinical relevance

We investigated the clinical relevance of KDM5B. We utilized immunohistochemistry to examine KDM5B protein expression in two PCa cohorts that contained benign prostate tissue, primary adenocarcinoma, metastatic and neuroendocrine prostate specimens. Nuclear and cytoplasmic KDM5B expression was observed and quantified using the H-score method. Cohort 1 contained a TMA of non-malignant tissue and adenocarcinomas (Table 1), of which 43 non-malignant and 97 adenocarcinoma specimens were scored and taken forward for analysis. KDM5B expression was observed as expected in the nucleus, but also in the cytoplasm of non-malignant and tumor specimens (Figures 2A–C; Supplementary Figures S2A–C). KDM5B staining was evaluated using H-scores. Scores were divided into 3 equal groups, for nuclear (low 0–20, medium 25–40, high 45–155) and cytoplasmic staining (low 25-50, medium 55-75, high 80-150). In comparison to non-malignant tissue, nuclear KDM5B staining in prostate tumor was significantly lower (*p* < 0.05; Figure 2D), with no significant difference seen in cytoplasmic staining (Supplementary Figures S2D). Kaplan-Meier estimates were performed to determine whether KDM5B expression in human PCa tissue correlated with biochemical recurrence (BCR). There were no significant differences with BCR between low *versus* high KDM5B expression in the nucleus or cytoplasm (Supplementary Figures S2E, F). We additionally correlated KDM5B nuclear and cytoplasmic H-scores with clinical parameters. No statistical significance was identified with age, Gleason score, high grade prostatic intraepithelial neoplasia (PIN), perineural invasion or pre-operative PSA (data not shown) in relation to nuclear and cytoplasmic H-scores. Interestingly, high KDM5B expression in the nucleus significantly correlated with absence of extraprostatic extension and low TNM stage (T1, T2; no extraprostatic extension, *p* < 0.05; Figures 2E, F). These findings suggest that KDM5B is present in a subset of tumors, but loss of KDM5B is associated with PCa progression.

**FIGURE 2:**
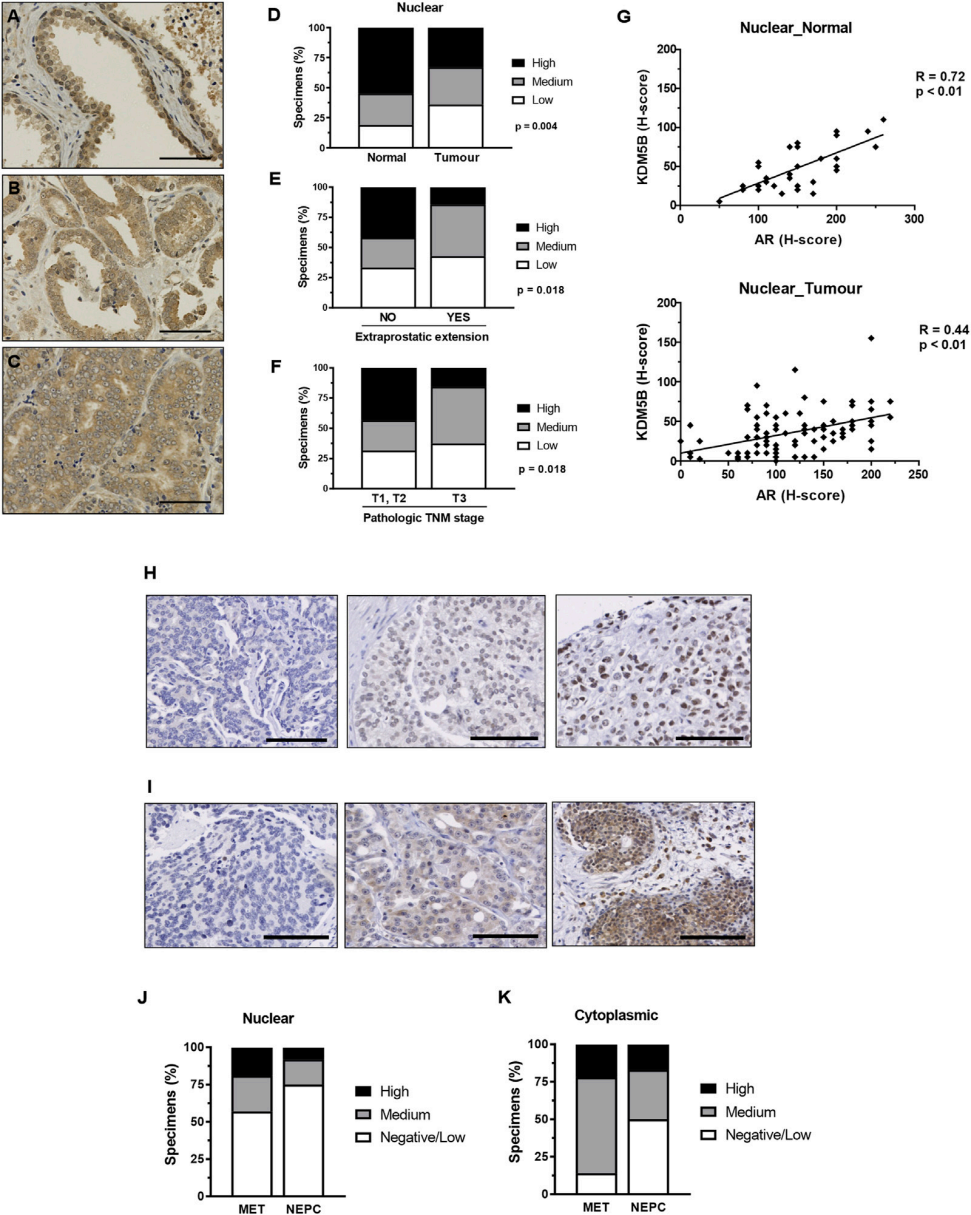
KDM5B in PCa specimens. Immunohistochemistry analysis of KDM5B protein in non-malignant, benign, primary and metastatic adenocarcinomas plus neuroendocrine prostate tumors. Cohort 1_non-malignant/normal (*n* = 43) and prostate adenocarcinomas (*n* = 97) specimens. Representative KDM5B staining of non-malignant tissue **(A)**, adenocarcinoma **(B)** and less differentiated tumour tissue **(C)** nuclear staining, scale bar = 50 µM. **(D)** Nuclear H-scores were split into 3 groups, low (0–20), medium (25–40) and high (45–155), % number of specimens/group are shown. SPSS analysis was performed using clinical data to correlate clinical parameters with KDM5B intensities in the tumours (*n* = 97). Significant differences in the level of KDM5B was identified with **(E)** extraprostatic extension and **(F)** TMN staging. Statistical *p*-values were determined by χ2-test. TNM = tumour, node, metastasis, scale bar = 100 µM. **(G)** KDM5B nuclear H-score correlation with AR nuclear H-score in non-malignant normal tissue (*n* = 33) and tumour specimens (*n* = 95). Pearson’s correlation with *p*-values is shown. Cohort 2 consisted metastatic (*n* = 40) and NEPC (*n* = 13). Representation of low to high (Left to right) levels of nuclear **(H)** and cytoplasmic **(I)** staining is shown. Nuclear **(J)** and cytoplasmic **(K)** H-scores were split into 3 groups, Negative/low (<50), medium (50–100) and high (>100).

As KDM5B acts as an AR coregulator we next correlated AR expression with KDM5B in PCa specimens in cohort 1. Expression of KDM5B showed positive correlation with AR in non-malignant (R = 0.72, *p* < 0.01) and tumor specimens (R = 0.44, *p* < 0.01, Figure 2G). We then analyzed KDM5B in cohort 2 which contained metastatic and neuroendocrine specimens (*n* = 53). Nuclear and cytoplasmic KDM5B was identified in a subset of advanced PCa (Figures 2H, I). H-scores were dichotomized into low <50, medium 50–100, high >100 for both nuclear and cytoplasmic expression. There was a subset of tumors that contained high nuclear KDM5B expression (19% metastatic and 8% Neuroendocrine, Figures 2J, K). Interestingly, KDM5B was detected in the cytoplasm at higher levels compared to nuclear staining in metastatic tumors (Figure 2K). A positive correlation between nuclear and cytoplasmic staining (R = 0.398, N = 40, *p* = 0.01) was seen, this suggests that in some cases KDM5B is being retained in the cytoplasm. Overall, these findings suggest that KDM5B is crucial for initial AR–dependent tumor growth and could also play a role in metastatic tumors once established.

### 3.3 Functional inhibition of KDM5B demethylase affects expression of AR regulated genes

To elucidate the role of KDM5B in PCa, we used siRNAs to functionally deplete KDM5B in castrate sensitive LNCaP and castrate resistant LNCaP:C4-2 cells. Knockdown was performed for 72 h and confirmed at the mRNA and protein levels, with significant reduction (60%–70%) in both *KDM5B* mRNA (Figures 3A, C) and KDM5B protein levels (Figures 3B, D). Given the putative role for KDM5B as an AR coregulator (Xiang et al., 2007), we assessed the effects of KDM5B knockdown on androgen (R1881) regulated genes. Expression of *KDM5B* was unchanged by androgen (Supplementary Figure S1A) and did not affect the levels of *KDM5B* knockdown (Figures 3E, H). KDM5B knockdown impaired androgen induction of KLK3/PSA and VEGF in parental androgen-dependent LNCaP (Figures 3F, G), but not in the LNCaP: C4-2 CRPC derivative (Figures 3I, J). This suggests that KDM5B can act to promote AR signaling at a subset of AR-regulated genes and in certain cellular contexts.

**FIGURE 3:**
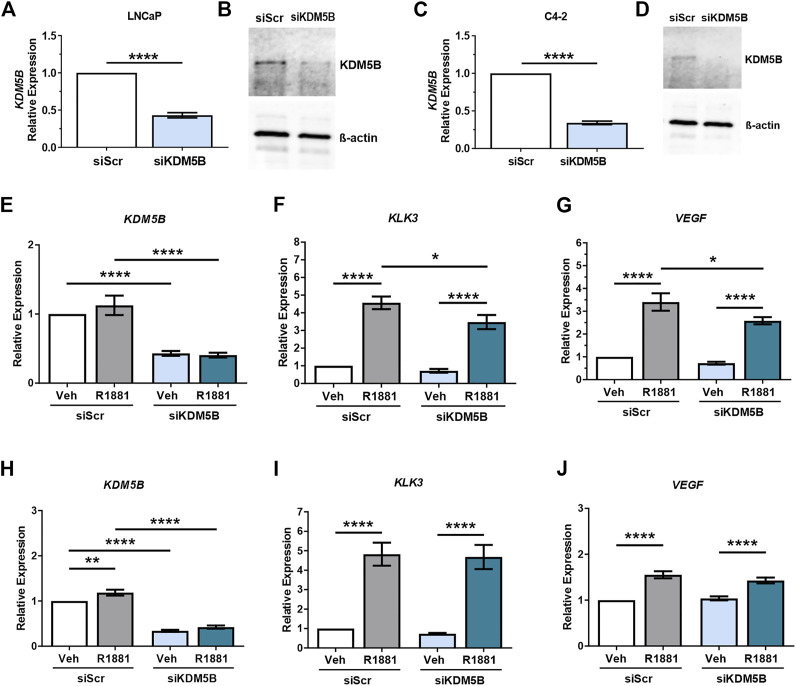
SiRNA-mediated knockdown of KDM5B in PCa cell lines LNCaP and C4-2. Confirmation of siRNA knockdown of *KDM5B* mRNA levels by RT-qPCR **(A,C)** and immunoblot for KDM5B protein levels. Beta-Actin was used as loading control **(B,D)**. Relative expression analysis on the effect of androgen treatment (1 nM R1881) and KDM5B knockdown on AR target genes, KLK3, and VEGF for LNCaP **(E–G)** and LNCaP:C4-2 **(H–J)**. Relative expression was calculated against vehicle scrambled control and normalization performed using GAPDH. Veh–Vehicle, R1881–1 nM R1881, siScr–siRNA scrambled control, siKDM5B- *KDM5B* siRNA smart pool. Significance *p* values shown as *p ≤ 0.05, **p ≤ 0.005, ***p ≤ 0.001, *p ≤ 0.0001.

We next evaluated the effect of CPI-455, a KDM5 family inhibitor in PCa (Vinogradova et al., 2016). CPI-455 was shown to preferentially inhibit KDM5B (IC50 0.003), then KDM5A (IC50 0.01), and KDM5C (IC50 0.03), with concentrations >6.5 µM inducing an increase in H3K4me3 (Vinogradova et al., 2016). KDM5A and KDM5C have been shown to be expressed higher in PCa than non-malignant tissues. While both KDM5A and KDM5C are expressed in LNCaP cells, their expression is higher in AR negative cell lines, PC3 and DU145 (Stein et al., 2014; Hong et al., 2019; Du et al., 2020). KDM5A increased cell proliferation and invasion (Du et al., 2020) and KDM5C promotes EMT in PCa cells (Lemster et al., 2022), but neither have been shown to act as an AR co-regulator. We firstly confirmed CPI-455 (50 µM) for 72 h attenuated androgen induced expression of the prototypical AR target gene, *KLK3/PSA* (Figure 4A). We next used RNA sequencing to determine the transcriptome wide effects of CPI-455 on androgen (R1881) induced gene expression. 

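RNA was sequenced from LNCaP cells, an androgen-responsive human prostate cancer line grown from a lymph node metastasis, after 72 h with 1 nM R1881, a synthetic androgen. The cells received either vehicle or 50 µM CPI-455 with the androgen, and each group has 2 biological replicates. All 4 libraries come from cells with R1881, so the comparison is between androgen with and without the inhibitor. The vehicle was DMSO at 0.05% in the paper's methods, while the sample labels give a final DMSO concentration below 0.01%. The authors trimmed the reads, aligned them to GRCh38 with STAR and counted fragments on the exons of each gene of Ensembl release 83 with featureCounts v1.5.0-p1. They deposited these fragment counts per gene for each library without normalization. The counting did not use strand, and fragments that matched several places or several genes were not counted. The vehicle libraries held 19623553 and 20690819 counted fragments (replicates 1 and 2), and the CPI-455 libraries held 9522920 and 5401588. At least 1 fragment was counted on 27920 and 27277 genes with vehicle and on 23435 and 20566 genes with CPI-455. One fragment corresponded to between 0.0483 CPM in the deepest library and 0.185 CPM in the shallowest, so a low gene was measured less precisely with CPI-455. Normalized counts of the vehicle replicates had a Pearson correlation of 0.993 across genes on the log2 scale, and those of the CPI-455 replicates 0.946, although genes are not independent replicates. The chi-square statistic per degree of freedom was 5.77 between the vehicle replicates and 8.63 between the CPI-455 replicates, above sampling noise alone. Separate cultures can be expected to differ by more than that noise, so these values only describe the spread. From the deposited counts, library sizes were normalized with edgeR's TMM method, genes with low counts were removed with edgeR's filterByExpr, and the groups were compared with the quasi-likelihood test. Fold changes are given as vehicle over CPI-455, so a positive log2 fold change means lower expression with CPI-455. The paper's text does not name the scaling between libraries, the filter on low counts or the test, and these choices changed how many genes were called. Supplementary Table S2A has a column LR, and the ratio of FDR to p of its first upregulated gene equals the number of annotated genes. This points to a likelihood-ratio test without a filter in the paper, with the dispersion not named.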

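The expression filter kept 17600 of the annotated genes for testing. A gene was called differentially expressed when its expression changed at least 2-fold with an FDR below 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. By this definition 7454 genes were differentially expressed, which is 42.4% of the genes tested. Expression of 3698 of them was higher with CPI-455 and that of 3756 was lower. Without a minimum fold change, 11010 genes had an FDR below 0.05. The biological coefficient of variation between replicates was 0.126, and the correlation between a vehicle and a CPI-455 library, 0.816 to 0.837 across genes, was below that of either pair of replicates. The number of genes moved most with a likelihood-ratio test that used one common dispersion and no filter, a setting chosen after seeing the data, which called 11899 genes. Testing each gene against a 2-fold change in place of no change, with edgeR's glmTreat, left 4805 genes. In the 4 fits that each left out one library, and so had no test, between 4170 and 4444 genes were at least 2-fold higher with CPI-455 and between 4146 and 4795 at least 2-fold lower.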

In total 11735 genes were identified as significantly differentially expressed (≥2-fold change, FDR *p* < 0.05), of which 6,626 genes were upregulated and 5416 genes downregulated with CPI-455 treatment (Figure 4B; Supplementary Table S2A). To investigate changes to the AR-regulated transcriptome, AR-regulated genes identified by Sharma and colleagues (Sharma et al., 2013) were examined against differentially expressed genes upon CPI-455 treatment. Of these 1371 AR-regulated genes, expression of 486 genes were significantly affected by KDM5B inhibition in LNCaP cells (≥2-fold, FDR q < 0.05), with expression of 351 (72%) genes downregulated with CPI-455 treatment (Supplementary Table S2B). 

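The gene KLK3, which encodes PSA, lies on chromosome 19 of GRCh38 from 50854915 to 50860764. Its expression was 381 ± 32.9 normalized CPM (SD, n = 2) with vehicle and 121 ± 20.0 (SD, n = 2) with CPI-455. The log2 fold change of KLK3 was 1.65 (standard error 0.14, FDR = 9.927e-06 from edgeR's quasi-likelihood test). FOXA1, on chromosome 14 from 37589984 to 37596059, had a log2 fold change of 2.69 (standard error 0.21, FDR = 5.748e-06), with 1150 and 1198 counts with vehicle and 88 and 33 with CPI-455. TMPRSS2 was lower by less than 2-fold, with a log2 fold change of 0.66 (standard error 0.13, FDR = 0.00206), and was not called. VEGFA was not called either, and was higher with CPI-455 by a log2 fold change of -0.46 (standard error 0.11, FDR = 0.00464).

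**Figure D1:**
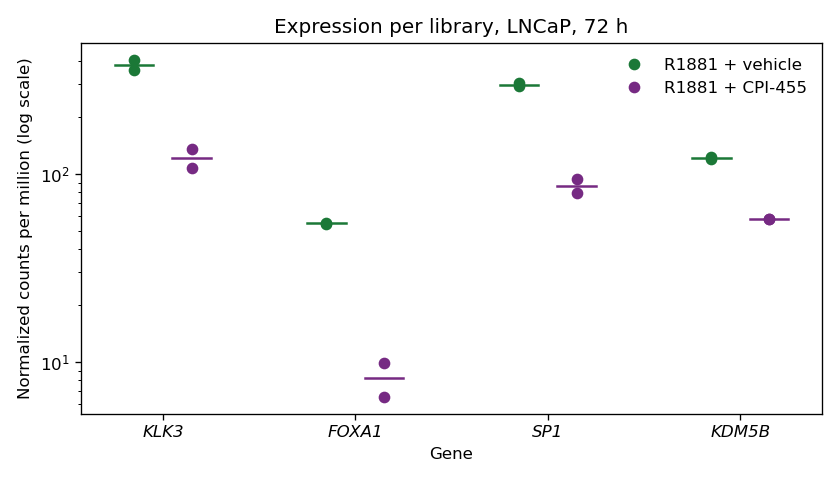
Expression of 4 genes in each library of LNCaP cells treated with R1881 for 72 h, in normalized CPM on a log axis, with vehicle in green and CPI-455 in purple. Each point is a library and each short line the mean of the 2 replicates, and both CPI-455 libraries lie below both vehicle libraries for KLK3, FOXA1, SP1 and KDM5B. KDM5B had a log2 fold change of 1.07 but fell short of 2-fold with upper-quartile normalization (0.90) and with the length and GC trend removed (0.65).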

Crucially, mRNA expression of AR was significantly (≥2FC, q < 0.05) reduced by CPI-455 (Supplementary Figure S2B). To confirm this, we used RT-qPCR to examine expression of *AR*, known *AR* target *NKX3.1* and pioneer factor involved in AR target gene expression, *FOXA1*. In LNCaP, the expression of *AR* and *NKX3.1* but not *FOXA*1 were reduced by CPI-455 (Figure 4C). In contrast in LNCaP:C42, *KDM5B* inhibition impaired androgen induction of *NKX3.1* and also downregulated *FOXA1*, whereas *AR* expression was unchanged (Figure 4D).

**FIGURE 4:**
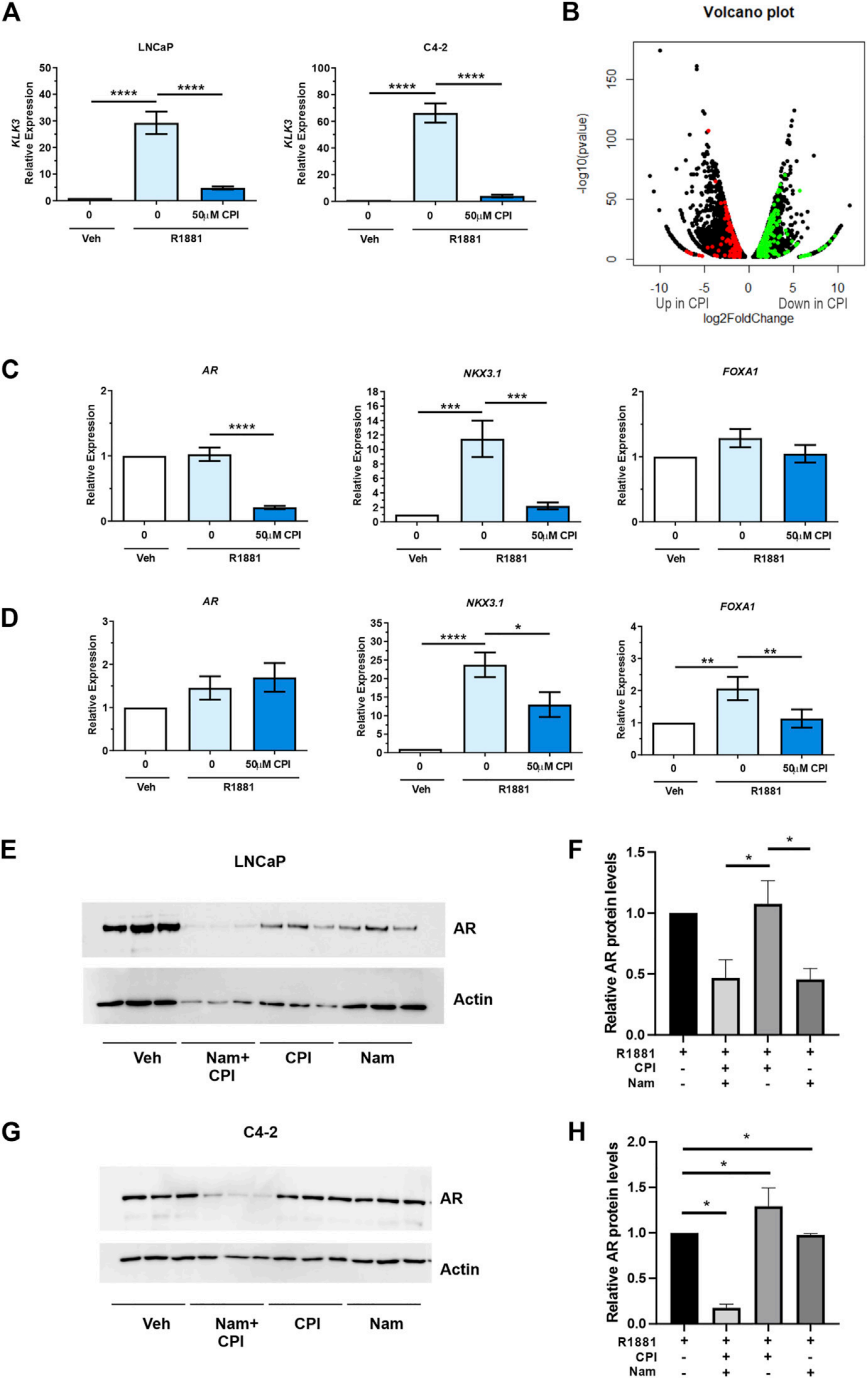
KDM5 inhibitor treatment effects on AR and the transcriptome in PCa cell lines LNCaP and C4-2. CPI-455 (CPI) treatment in the presence of synthetic androgen R1881 (1 nM) was performed for 72 h. **(A)** RT-qPCR of AR target gene *KLK3* levels (normalised to *GAPDH*). Androgen induction significantly attenuated with CPI-455 treatment. **(B)** Volcano plot of the differentially expressed genes between vehicle + R1881 and CPI-455 + R1881treated LNCaP cells. A negative log2 fold change (FC) shows genes upregulated with CPI-455 treatment and positive log2 FC value genes downregulated with CPI-455 treatment. Red and green spots highlight AR target genes that are up or downregulated by CPI treatment respectively. **(C,D)** RT-qPCR validation of *AR* and AR target gene, *NKX3.1* and pioneer factor *FOXA1* in both LNCaP **(C)** and LNCaP: C4-2 **(D)**. **(E,G)** Immunoblot showing the AR levels after 72 h of KDM inhibitor treatments for LNCaP and LNCaP:C4-2 respectively. Relative AR protein levels for LNCaP **(F)** and LNCaP: C4-2**(H)** were calculated by normalising to Actin signal and calibrating to vehicle (*n* = 3, for each treatment). Veh–Vehicle control 0.1% DMSO, CPI–CPI- 455 (50 µM), Nam–Namoline (50 µM). Significance shown as *p*-values *p ≤ 0.05, **p ≤ 0.005, ***p ≤ 0.001, *p ≤ 0.0001.

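Among the genes with a mean log2 CPM of at least 5, the 5 that rose the most with CPI-455 were also the first 5 in the upregulated column of Supplementary Table S2A, which gives the smallest FDR first. MT-ND1, MT-CYB, MT-ND2, MT-CO1 and MT-ND5, encoded in the mitochondrial genome, are the first 5 of the downregulated column and had log2 fold changes of 4.97, 4.72, 4.57, 4.32 and 4.26. The FDR of MT-ND1 was 2.744e-07 by edgeR's quasi-likelihood test, and its counts were 34096 and 28607 with vehicle and 395 and 250 with CPI-455. SORCS1 fell more, with a log2 fold change of 5.21 (FDR = 9.833e-07), and MED18 fell with one of 4.54 (FDR = 5.835e-07), the 2 largest falls of nuclear genes above the same minimum. The small nucleolar RNA gene SNORD14E, on chromosome 11 from 123058077 to 123058161, had 4 and 0 counts with vehicle and 834 and 622 with CPI-455. Its log2 fold change of -10.05 rests on vehicle counts near the detection limit of 3 counts and lay between -13.35 and -9.10 when each library was left out in turn. With the trend of counts on exon length and GC content removed it was smaller in size, at -7.36. That trend was fitted to such short genes as well, so the smaller value does not show its cause. SNORD14E lies in an intron of HSPA8, which was itself higher with CPI-455 (log2 fold change -2.55, FDR = 5.835e-07). MALAT1, a long non-coding RNA gene on chromosome 11 from 65497762 to 65506516, had a log2 fold change of -6.01 (standard error 0.19, FDR = 2.744e-07). Its counts rose from 22390 and 18291 with vehicle to 471447 and 350469 with CPI-455, in libraries of less than the vehicle libraries' depth. HSPA1B, a heat shock gene on chromosome 6 from 31827735 to 31830255, had a log2 fold change of -5.98 (standard error 0.13, FDR = 7.204e-08). Fragments from HSPA1B that match the near-identical gene HSPA1A equally well were not counted, so the level of each of the 2 genes is uncertain. The histone gene H2BC21, listed by the paper as HIST2H2BE, and PGGHG had log2 fold changes of -5.27 and -5.13. For MALAT1 and the mitochondrial, small nucleolar RNA and histone genes, a difference in RNA selection between the groups was not ruled out.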

Over representation analysis of KEGG pathways was undertaken on the differentially expressed genes (11735) to identify pathways that were altered following CPI-455 treatment (Table 2). 

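Of 89 genes for cytosolic ribosomal proteins, 87 were tested in the deposited counts. Their median log2 fold change was -1.22 (interquartile range -1.57 to -0.74), and 54 of them were called higher with CPI-455 and none lower. The share called higher was 62.1%, against 15.3% of the 13726 other protein-coding genes tested (Fisher's exact test, 2-sided, p = 8.273e-23). Genes are not independent replicates, so this and the other Fisher tests of shares do not measure the spread between cultures. The camera test placed the set apart from the other genes with an adjusted p = 1.050e-26 over 13 gene sets. Between scalings and filters the median ranged from -1.40 with upper-quartile normalization to -1.03 with library totals alone. Oxidative phosphorylation genes, which are part of the KEGG lists for Huntington's, Parkinson's and Alzheimer's disease, were examined as 84 tested genes encoded in the nucleus. Their median log2 fold change was -0.95 (interquartile range -1.60 to -0.26), with 40 genes called higher and 1 lower. This is 47.6% called higher against 15.4% of 13729 other genes (Fisher's exact test, 2-sided, p = 5.071e-12), with an adjusted p = 3.040e-13 in the camera test. The 13 protein genes of the mitochondrial genome, whose products belong to the same respiratory complexes, changed in the opposite direction. All 13 were called lower with CPI-455, with a median log2 fold change of 4.26 and a range of 2.78 to 4.97. Of the ribosomal RNAs of the same genome, MT-RNR2 was called higher (-1.32) and MT-RNR1 was not called (0.22). A lower level of the 13 messenger RNAs could not be told apart from a difference in RNA selection between the groups.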

Genes upregulated with CPI-455 treatment are involved with the ribosome and in neurological disorders (FDR *p* < 0.01). More importantly, CPI-455 downregulated genes involved in several key cancer-related pathways including Hippo, WNT and PI3K/AKT pathways (FDR *p* < 0.01, Table 2). These results align with the PRAD TCGA tumor analysis showing that high *KDM5B* expression is associated with cancer-promoting pathways (Supplementary Table S1B). 

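The KEGG gene lists were not used here, and core genes of each pathway were listed by name instead. For the Hippo pathway, 58 of 61 listed genes were tested, with a median log2 fold change of 0.83 (interquartile range 0.22 to 1.12). The set was shifted towards lower expression with CPI-455 in the camera test (adjusted p = 1.833e-04 over 13 gene sets). In it 20 genes were called lower and 3 higher, a share of 34.5% lower that could not be told apart from the 24.4% among 13755 other protein-coding genes (Fisher's exact test, 2-sided, p = 0.0905). This depended on the processing, as the share passed p = 0.05 in 6 of the 13 other settings and ranged from 19.0% with the length and GC trend removed to 50.0% with library totals alone (Fisher's exact test, 2-sided, p = 1 and 0.00138). For the WNT pathway, 90 of 109 genes were tested, with a median log2 fold change of 0.95 (interquartile range 0.20 to 1.59) and an adjusted camera p-value of 1.642e-05. The 39 WNT genes called lower were 43.3% of those tested, against 24.3% of 13723 other genes (Fisher's exact test, 2-sided, p = 1.012e-04), and 6 genes were called higher. For PI3K/AKT signaling, 102 of 107 genes were tested, and the median log2 fold change was 0.71 (interquartile range -0.17 to 1.38) with an adjusted camera p-value of 5.466e-04. Of these, 41 genes (40.2%) were called lower and 7 higher (Fisher's exact test, 2-sided, p = 4.436e-04). With the trend of counts on exon length and GC content removed, 26.5% of the PI3K/AKT genes were called lower and the share no longer stood apart (Fisher's exact test, 2-sided, p = 0.0556). The same correction reduced the median of the Hippo genes to 0.47, with an adjusted camera p-value of 0.00815.

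**Figure D2:**
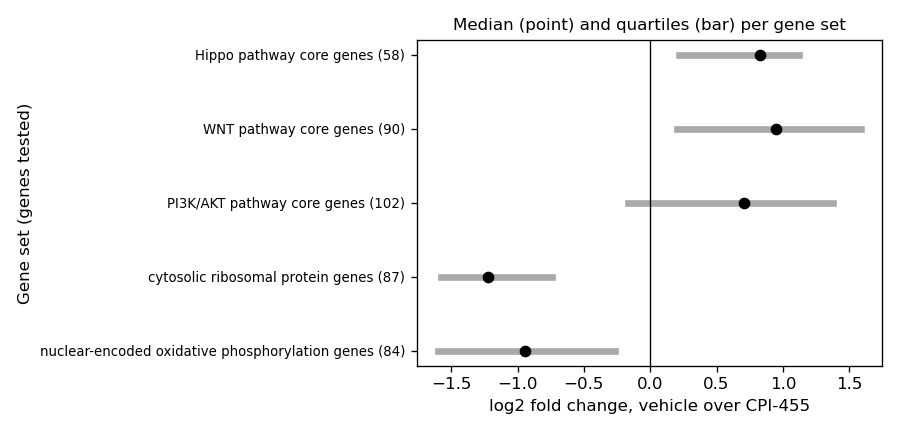
Log2 fold change, vehicle over CPI-455, of 5 gene sets in LNCaP cells with R1881, where values right of 0 are lower with CPI-455. Points are the medians over the genes tested (number in brackets) and grey bars cover the interquartile range. The medians of the Hippo (0.83), WNT (0.95) and PI3K/AKT genes (0.71) lie right of 0, and those of the ribosomal protein (-1.22) and nuclear-encoded oxidative phosphorylation genes (-0.95) lie left of it.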

Overall, these findings show that pharmacological inhibition of KDM5 family, downregulated the tumor-promoting transcriptome in AR-dependent PCa cells.

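The direction of change differed between kinds of genes. Of 13813 protein-coding genes tested, 3372 were called lower with CPI-455 and 2159 higher, with a median log2 fold change of 0.21. Among 2271 long non-coding RNA genes, 233 were called lower and 874 higher, and the median log2 fold change was -0.84. Of 971 pseudogenes, 86 were called lower and 410 higher. The fold changes are relative to the other genes of each library, so they do not show whether the total amount of RNA per cell changed. Partly from the lower expression of genes in the Hippo, WNT and PI3K/AKT pathways, together with the pathways linked to KDM5B in tumors, the paper concludes that inhibiting the KDM5 family lowers a tumor-promoting transcriptome in these prostate cancer cells.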

**TABLE 2:** Pathway analysis of differentially expressed genes (fold change log2 ≥ 1 and FDR - *p*-value ≤0.05) with CPI-455 treatment in LNCaP.

Kegg pathways		No. Of genes	FDR *p*-value
*Upregulated with CPI treatment (FDR < 0.05)*			
hsa03010	Ribosome—*Homo sapiens* (human)	53	4.80E-13
hsa00190	Oxidative phosphorylation—*Homo sapiens* (human)	40	7.02E-06
hsa05016	Huntington’s disease—*Homo sapiens* (human)	49	5.33E-05
hsa05012	Parkinson’s disease—*Homo sapiens* (human)	36	1.35E-03
hsa05322	Systemic lupus erythematosus—*Homo sapiens* (human)	33	5.23E-03
hsa05010	Alzheimer’s disease—*Homo sapiens* (human)	39	5.28E-03
hsa04932	Non-alcoholic fatty liver disease (NAFLD)—*Homo sapiens* (human)	33	3.40E-02
*Downregulated with CPI treatment (FDR < 0.01)*			
hsa05200	Pathways in cancer	149	3.05E-10
hsa04390	Hippo signaling pathway	66	1.08E-06
hsa05224	Breast cancer	58	1.31E-04
hsa04144	Endocytosis	89	3.70E-04
hsa04141	Protein processing in endoplasmic reticulum	62	3.85E-04
hsa05222	Small cell lung cancer	37	6.71E-04
hsa05206	MicroRNAs in cancer	56	7.79E-04
hsa00510	N-Glycan biosynthesis	24	1.31E-03
hsa05205	Proteoglycans in cancer	69	1.96E-03
hsa04550	Signaling pathways regulating pluripotency of stem cells	52	1.96E-03
hsa04512	ECM-receptor interaction	34	1.98E-03
hsa04310	Wnt signaling pathway	52	1.98E-03
hsa05215	Prostate cancer	36	1.98E-03
hsa04810	Regulation of actin cytoskeleton	72	2.25E-03
hsa04360	Axon guidance	61	2.46E-03
hsa04919	Thyroid hormone signaling pathway	44	2.73E-03
hsa04540	Gap junction	35	2.82E-03
hsa04510	Focal adhesion	67	4.17E-03
hsa00532	Glycosaminoglycan biosynthesis	12	4.84E-03
hsa05218	Melanoma	29	5.06E-03
hsa04151	PI3K-Akt signaling pathway	102	7.16E-03
hsa00600	Sphingolipid metabolism	21	7.29E-03
hsa05220	Chronic myeloid leukemia	29	7.64E-03

We next investigated the role of KDM inhibition on AR protein expression to understand whether loss or reduction of AR expression contributed to observed effect on AR regulated genes. KDM1A, which also has H3K3 demethylase activity and is known to play a role in AR regulation (Cai et al., 2011), was used as a comparison to KDM5 inhibition but to also assess the contribution of combined inhibition on AR levels. We compared the effect of the KDM1A inhibitor, namoline (Willmann et al., 2012), alone and in combination with CPI-455, on AR expression. Interestingly, inhibition of KDM5B demethylase function, did not alter AR expression in LNCaP cells (Figures 4E, F), even though *AR* mRNA was downregulated by CPI-455 treatment (Supplementary Table S2B). Loss of AR expression was observed with KDM1A inhibition in LNCaP cells. Crucially, combined pharmaco-inhibition of KDM1A and KDM5B by namoline and CPI-455 suppressed AR expression in LNCaP:C4-2 (Figures 4G, H). To assess why loss of *AR* lead to no change in AR protein levels with CPI-455 treatment in LNCaP cells, we utilized the RNA-Seq data to examine SP1 transcription factor. SP1 is known to regulate *AR* expression (Hay et al., 2015). From the RNA-Seq data *SP1* expression was itself significantly downregulated in CPI-455 treated cells (log2 fold change 1.91, FDR-p value 1.03E-22; Supplementary Table S2A), potentially contributing to reduced transcriptional activation of *AR*. These findings support KDM1A and KDM5B cooperate in both AR expression and function, and thus pharmacological inhibition of KDM1A and KDM5B impairs androgen signaling via direct effects on the AR: KDM coregulator complex activity, and expression of AR.

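SP1 is listed in the files as ENSG00000185591 and lies on the forward strand of chromosome 12 of GRCh38 from 53380176 to 53416446, with 7 exon blocks and none of its exon bases shared with another gene. Its counts were 6437 and 6387 with vehicle and 702 and 475 with CPI-455. Expression was 299 ± 8.70 normalized CPM (SD, n = 2) with vehicle and 86.6 ± 10.8 (SD, n = 2) with CPI-455. The log2 fold change was 1.79 (standard error 0.13, FDR = 3.599e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and stayed between 1.66 and 1.92 with each library left out in turn. Removal of the trend on exon length and GC content gave 1.31, the lowest value of the settings tried, and library totals alone gave 1.98, the highest.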

### 3.4 Functional inhibition of KDM5 demethylases affects alternative gene splicing

Recently, KDMs have been shown to play critical roles in splicing of AR (Duan et al., 2019) and KDM5B has been shown to play a role in alternative splicing in embryonic stem (ES) cells (He and Kidder, 2017). For this reason, we used the rMATs tool (Shen et al., 2014) to analyze RNA-seq data to evaluate the effect of KDM5 inhibition on alternative splicing events in CPI-455 treated LNCaP cells (Figure 5A). Upon CPI-455 treatment 13088 significant alternative splicing events were identified (absolute delta % spliced in (dPSI) ≥5%, FDR <0.05; Supplementary Table S3). The most common splicing events were skipped exons (46%, Figure 5B). Interestingly, when examining whether the alternative spliced cassette (exon/intron) were included/excluded upon CPI-455 treatment, we identified that 89% of retained introns occurred upon KDM5-inhibition (Figure 5C). A total of 5440 genes were associated with the 13088 alternative spliced events. On further investigation of the genes that had an alternative spliced event, 1880 genes (12.3% of total number of genes) were also differentially expressed. 

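Of the events in Supplementary Table S3, those with an alternative 5′ splice site were examined against the gene counts. The table lists 1652 such events in 1243 genes, of which 1215 were tested for expression. Among these, 440 genes (36.2%) were also called differentially expressed, 322 of them higher and 118 lower with CPI-455. The share was 42.8% among the other 16385 genes tested (Fisher's exact test, 2-sided, p = 7.180e-06). This share pools both directions. Most called event genes were higher with CPI-455, whereas 3698 of all tested genes were called higher and 3756 lower. The smaller pooled share thus does not mean fewer calls in each direction, and the directions were not tested separately. Genes with such an event were more highly expressed, with a median of 6.17 log2 CPM against 4.08 for the others. In 10000 random gene lists matched on mean expression the median share called was 41.6%, with 95% of the lists between 39.0% and 44.1%, and no list was at or under the observed share. The lower share depended on the processing, since 38.6% of the event genes were called with the trend on exon length and GC content removed and the difference was then not detectable (Fisher's exact test, 2-sided, p = 0.903). Its direction changed in the fits without a filter on low counts, where the share lay above that of the other genes. Those other genes then included ones with few or no counts.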

Pathway analysis of the 3560 genes that were only alternatively spliced, were involved in ribosome biogenesis, splicesome, cell cycle, and DNA repair. We also performed pathway analysis on the genes with each splicing. Variations in the pathways were identified, for example, genes with retained introns were involved in splicesome whereas genes with skipped exons were involved in cell cycle and alternative 3’ splice site (A3SS) in DNA repair (Supplementary Table S4B–F).

**FIGURE 5:**
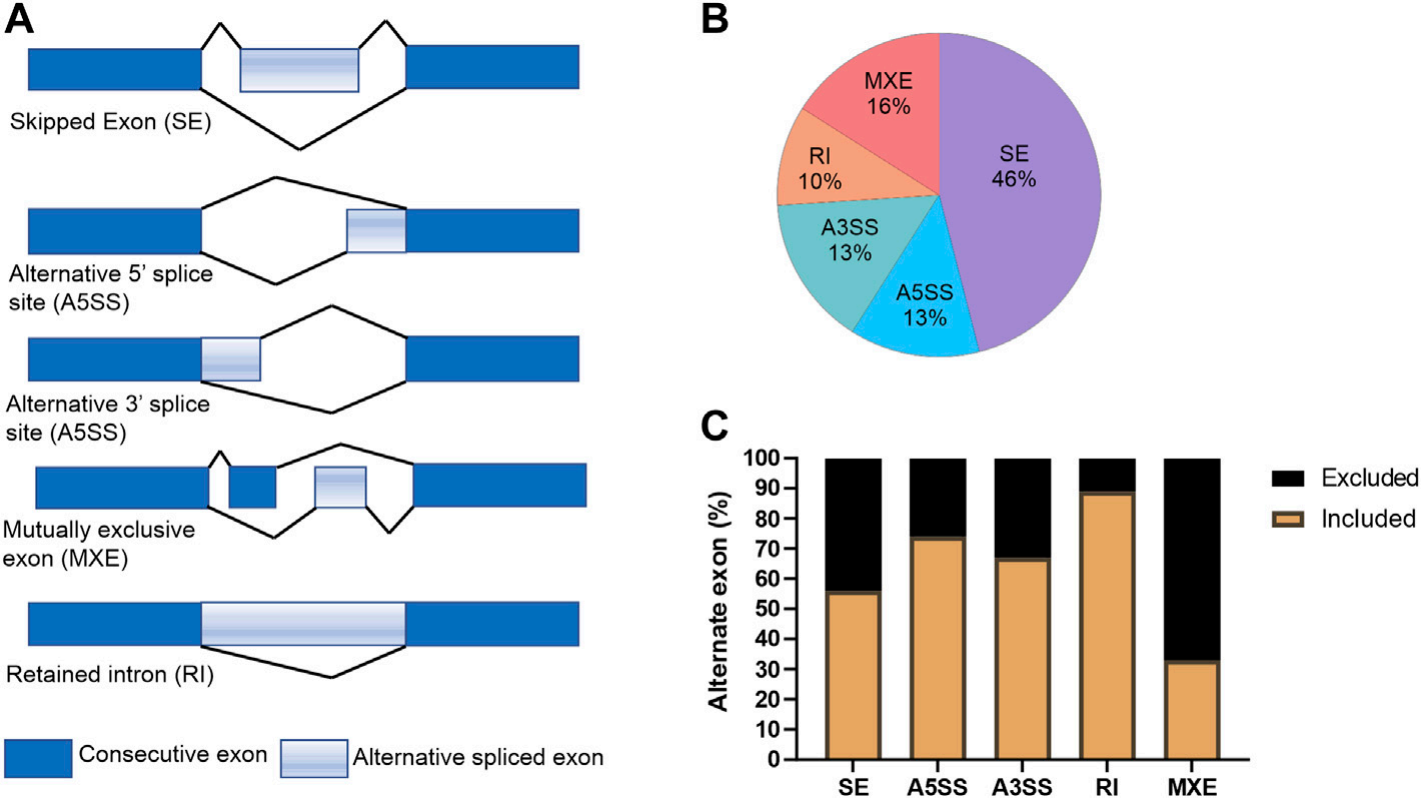
Alternative splicing events in CPI-treated LNCaP cells. **(A)** Graphical representation of the alternative splicing events. **(B)** Percentage of each splicing event for the 13088 differential spliced variants between vehicle and CPI-455 treated LNCaP cells. **(C)** Graph showing the percentage of inclusion and exclusion of the exon cassette/exon upon CPI-455 treatment for each splice event.

These findings show that CPI-455 dramatically alters splicing suggesting KDM5 play a role in alternative splicing. Further study of the effect of CPI-455 on genome-wide distribution of H3K4me3 and how this influences alternative splicing is warranted.

### 3.5 CPI-455 KDM5 inhibitor reduces cell proliferation of PCa cells and invasion in a subset of CRPC

We next examined the effect of CPI-455 on PCa cell proliferation and invasion. AR positive castrate sensitive (LNCaP), castrate resistant (LNCaP: C4-2 & 22RV1) and AR negative (PC3 & DU145) PCa cell lines, were treated with the CPI-455, for 3 days (72 h) and 6 days (144 h). Interestingly, LNCaP, LNCAP: C4-2, 22RV1 and DUI45 CPI-455 treated cells all showed loss of proliferation at 3 days compared to vehicle treated cells (Figure 6A). No loss of proliferation was seen at 3 days for PNT1A (epithelial cells) or PC3 (CRPC cells), but loss of proliferation of all cells was seen at 6 days (Figure 6A), suggesting that KDM5 demethylase function are important for cell proliferation. We next investigated the effect of KDM5B inhibition on LNCaP:C4-2, 22RV1 and PC3 using *in vitro* cell invasion assays (Figure 6B). CPI-455 reduced invasion in LNCaP: C4-2, but not in 22RV1 and PC3 (Figures 6C, D).

**FIGURE 6:**
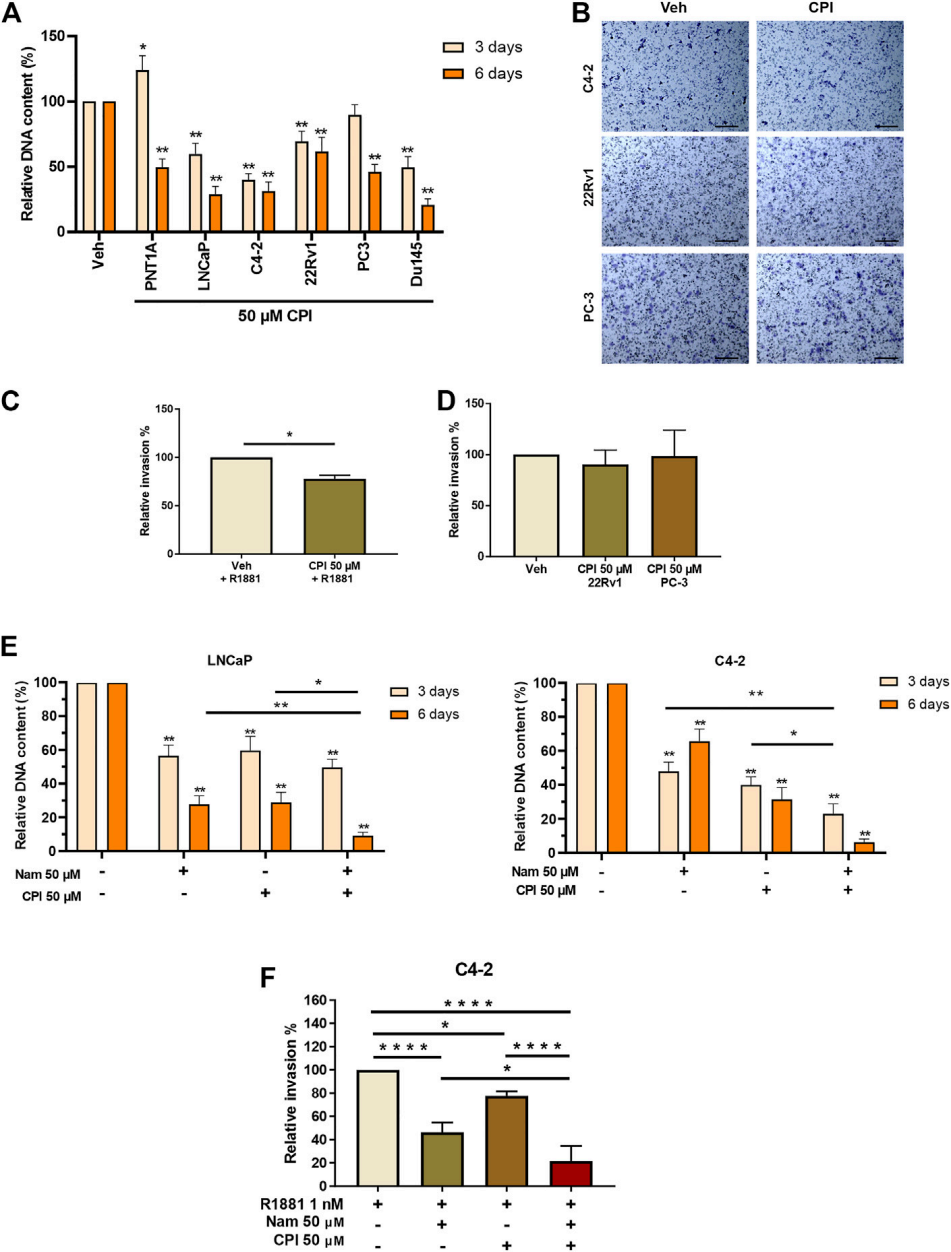
Phenotypic effects of KDM5 inhibitor and KDM1A inhibitor combination treatments in PCa cell lines. **(A)** Proliferation was quantified by examining the relative DNA content between Vehicle control (0.1% DMSO) and CPI-455 (50 µM) treatment in non-malignant PNT1A and PCa cell lines, LNCaP, LNCaP:C4-2, 22RV1, PC3, and DU145. Measurements were taken at 3 and 6 days after treatment. **(B)** Representative images of invasion assays of vehicle control and CPI treatment for PCa cell lines LNCaP:C4-2, 22RV1, and PC-3. Scale bar represents 200 µM. Cells were fixed and stained 24 h after inhibitor treatment. Relative percentage invasion to vehicle control is shown **(C)** LNCaP:C4-2 and **(D)** 22RV1 and PC-3. **(E)** Proliferation assay showing the relative DNA content 3 and 6 days after inhibitor combination treatment with CPI-455 (50 µM) and Namoline (50 µM). **(F)** Invasion assay for inhibitor drug combinations for LNCaP:C4-2. Veh–Vehicle control 0.1% DMSO, Nam -Namoline, CPI–CPI-455. Significance shown by *p*-values *p ≤ 0.05, **p ≤ 0.005, ***p ≤ 0.001, *p ≤ 0.0001.

The individual and combined effects of KDM1A (namoline) and KDM5B (CPI-455) inhibition on LNCaP and LNCaP: C4-2 proliferation were then investigated. While both namoline and CPI-455 individually reduced LNCaP and LNCaP:C4-2 proliferation (Figure 6E), combined KDM1A and KDM5B inhibition further reduced cell proliferation. Consistent with this, combined KDM1A and KDM5 inhibition also reduced *in vitro* invasion of LNCaP:C4-2 (Figure 6F). These findings show that KDM5B inhibition causes loss of proliferation in PCa cells and invasion of AR-driven CRPC cells. Combined inhibition of KDM5B and KDM1A enhanced these effects, suggesting that KDM1A and KDM5B cooperate in promoting pro-metastatic phenotypes.

## 4 Discussion

The regulation of H3K4 di- and tri-methylation by lysine demethylases such as KDM1A and KDM5 family is a crucial mechanism for gene expression [reviewed in (Zhao and Shilatifard, 2019)]. Both KDM1A and KDM5B can interact directly with AR (Metzger et al., 2005; Xiang et al., 2007), both function as AR coregulators that promote androgen signaling, and both regulate AR expression (Xiang et al., 2007; Cai et al., 2011; Casati et al., 2013; Cai et al., 2014). The importance of KDM1A in PCa is well established (Metzger et al., 2005; Kahl et al., 2006; Wissmann et al., 2007; Cai et al., 2011; Kashyap et al., 2013; Nilsson et al., 2015). The functional significance of KDM5B in PCa cells, and the therapeutic feasibility and clinical utility of KDM5 inhibitors to treat PCa remain poorly understood. There is also increasing evidence that KDM5B also plays complex and context specific roles in prostate development, homeostasis and carcinogenesis (Xiang et al., 2007; Klein et al., 2014; Li et al., 2020; Liu et al., 2020; Yang et al., 2020).

Recent studies utilizing a prostate specific KDM5B conditional knockout mouse model indicates KDM5B loss contributes to prostate hyperplasia (Liu et al., 2020). However, *KDM5B* mRNA expression is higher in PCa patient specimens (Liu et al., 2020) and KDM5B promotes proliferation and invasion and is associated with worse clinical parameters of poorer outcomes (Yang et al., 2020). Consistent with a pro-oncogenic function for KDM5B, prostate-specific depletion of KDM5B and PTEN in the mouse prostate epithelium and PCa cell lines supports a role for KDM5B in activating the PI3K/AKT pathway in prostate carcinogenesis (Li et al., 2020). Collectively these results suggests that KDM5B functions to limit prostate hyperplasia during prostate development but can promote prostate carcinogenesis via PI3K/AKT and androgen signaling. These studies highlight the complexity and context specific functions of KDM5B in the prostate.

Here we sought to extend the understanding of the individual and cooperative roles and clinical relevance of KDM1A and KDM5B in prostate adenocarcinoma and neuroendocrine tumor specimens. While KDM5B expression is frequently altered in PCa patients, only five PCa patients were found to harbor KDM5B mutations. Approximately ∼5–6% of PCa patients exhibited *KDM5B* copy number amplification, whereas <1% of patients possessed heterozygous KDM5B deletion. This suggest that the increased KDM5B mRNA and protein expression observed in PCa is attributable to transcriptional upregulation as opposed to copy number amplification. Collectively this data suggests KDM5B is necessary for PCa cell viability and contributes to prostate carcinogenesis.

Our study quantified cytoplasmic and nuclear KDM5B expression in non-malignant prostate, prostate adenocarcinoma and neuroendocrine tumor specimens. Nuclear expression of KDM5B was positively correlated with AR expression in both non-malignant and PCa. These findings correspond to our *in vitro* findings indicating important roles for KDM5B as an AR coregulator in androgen dependent PCa. KDM5B was detectable in metastatic adenocarcinoma and neuroendocrine Tumors, only a minority of this cohort (40% of cases) and further investigation is required into the role in these advanced PCa.

Although little is known about the cytoplasmic functions of KDM5B, its presence in the cytoplasm has been linked to the cell cycle and CDK1 function, where CDK1-mediated KDM5B phosphorylation localized KDM5B to the nucleus. CDK1 activity is highest at G2/M phase and following CDK1 knockdown, a proportion of KDM5B nuclear protein re-localised to the cytoplasm (Yeh et al., 2019). Elevated KDM5B cytoplasmic expression was noted in metastatic tumors (Figure 2K). SKP2 was previously shown to be elevated in PCa progression which in-turn regulated TRAF E3 ubiquitin ligase ubiquitylation of KDM5B which led to loss of demethylase function, nuclear re-localisation of KDM5B and increase in H3K4me3 (Lu et al., 2015). Therefore, it is possible that cytoplasmic KDM5B localization is related to protein degradation (Hendriks et al., 2015).

Consistent with KDM5B protein expression in the PCa tumor specimens reported here, *KDM5B* mRNA expression was higher in both androgen dependent (LNCaP) and androgen-independent (LNCaP: C4-2, 22Rv1, PC3) cell lines as compared to the non-malignant PNT1A prostate cell line. KDM5B mRNA and protein expression was highest in androgen dependent LNCaP (Figure 1E). Given the recently identified role for KDM5B in PI3K/AKT activation, it is possible that castrate resistant PCa cells with high constitutive PI3K/AKT no longer require elevated KDM5B.

Whether the use of KDM5B selective inhibitor, CPI-455 was a viable drug therapy option for PCa (Vinogradova et al., 2016).

Our study also assessed whether the use of CPI-455 KDM5 inhibitor may provide preclinical mechanistic evidence supporting future development of KDM5B inhibitors to suppress androgen signaling in PCa (Vinogradova et al., 2016). CPI-455 induced dramatic reprograming of the androgen regulated transcriptome in LNCaP including genes associated with cancer pathways, supporting a tumor promoting role for KDM5B in PCa (Supplemental file 1A). The CPI-455 reduced expression of AR regulated genes and AR mRNA (Supplementary Table S2B). While AR mRNA expression was reduced, AR protein expression persisted in LNCaP. Thus, the effect of CPI-455 on androgen signaling is likely attributable to inhibition of the AR-coregulator function of KDM5B, but a potential indirect role of KDM5A or KDM5C cannot be excluded and further investigated.

CPI-455 also induced dramatic reprogramming of alternative splicing in LNCaP affecting genes associated with splicing and DNA repair pathways (Supplemental File S3A). The importance of KDM5B in the maintenance of genome stability and in DNA damage response, recruiting Ku70 and BRCA1 to sites of damage is established (Li et al., 2014). Whether the alternative splicing of DNA repair genes was due to direct or indirect regulation by KDM5B, or due to an increase in genome instability due to increased genome wide levels of H3K4me3 caused by inhibition of KDM5 family, is not clear. But KDM5B is known to play important roles in genome stability and KDM5B inhibition and concomitant increases in H3K4me3 has been shown to increase sensitivity to radiation therapy by impairing DNA repair response (Bayo et al., 2018). KDM5B has been previously shown to be involved in alternative splicing in mouse embryonic cells (He and Kidder, 2017). As with our study, this study showed KDM5B depletion resulted in altered expression of splice variants (He and Kidder, 2017).

The CPI-455 inhibitor significantly reduced proliferation of malignant prostate cells (LNCaP, LNCaP:C4-2, 22Rv1, and Du145), where non-malignant PNT1A prostate epithelial cells were less sensitive to CPI-455at 3 days, suggesting the KDM5 family is essential for PCa cell proliferation (Figure 6A). This is consistent with the context specific function of KDM5B identified in the KDM5B prostate specific knockout mouse (Liu et al., 2020) and with the reported cell cycle functions of KDM5B (Yamane et al., 2007; Hayami et al., 2010). Studies have also shown knock-down KDM5A and KDM5C leading to loss of proliferation (Hong et al., 2019; Du et al., 2020). CPI-455 had no significant effect on invasion of LNCaP: C42 or 22Rv1. We also examined the effect of CPI-455, alone and in combination with the KDM1A inhibitor, namoline, on PCa proliferation and invasion. While namoline alone inhibited both PCa cell invasion and proliferation, the combined inhibition of KDM1A and KDM5B significantly increased the inhibition of proliferation and invasion of LNCaP: C42 cells, over the effect achieved by either inhibitor on its own (Figure 6).

With recent multicenter studies utilizing epigenomics to stratify advanced PCa, understanding chromatin remodeling factors, how their expression is altered and how this changes the epigenomic landscape are crucial for identifying new therapeutic targets (Armenia et al., 2018; Abida et al., 2019; Zhao et al., 2020; Tang et al., 2022). This study identifies KDM5B as histone modifier that is crucial for AR regulated gene expression in castrate sensitive PCa, but whose role in advanced cancers is altered. Our study shows the potential benefit of KDM5B selective inhibitor in treatment of AR-positive PCa. Additionally, this study has identified cooperative functional interaction of KDM1A and KDM5B in regulation of AR expression and PCa phenotype. Further studies are now warranted to establish the individual and cooperative genome-wide epigenetic roles of KDM1A and KDM5B. Given the importance of epigenetic context in determining the coactivator and corepressor functions of KDM1A (Metzger et al., 2010), this will inform whether the epigenetic context of these loci governs which KDM regulates H3K4 methylation at specific loci. Such insights will mechanistically underpin future studies into whether combination therapies targeting KDM1A and KDM5B may be beneficial in CRPC patients.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: GEO accession number: GSE194278.

# Supplementary material for: The KDM5B and KDM1A lysine demethylases cooperate in regulating androgen receptor expression and signalling in prostate cancer
**Source:** Front Cell Dev Biol. 2023 Apr 19;11:1116424. doi: 10.3389/fcell.2023.1116424
**Supplement:** Supplementary file 5

**Supplementary Figure 1.**

A) KDM5B mRNA varies greatly in patients with diploid copy number and is higher in patients with copy number gain (GISTIC). B) KDM5B is not androgen regulated in PCa cell lines. QRT-PCR of *KDM5B* levels (normalised to *GAPDH)*. Androgen induction did not change the expression of *KDM5B* in LNCaP and C4-2.

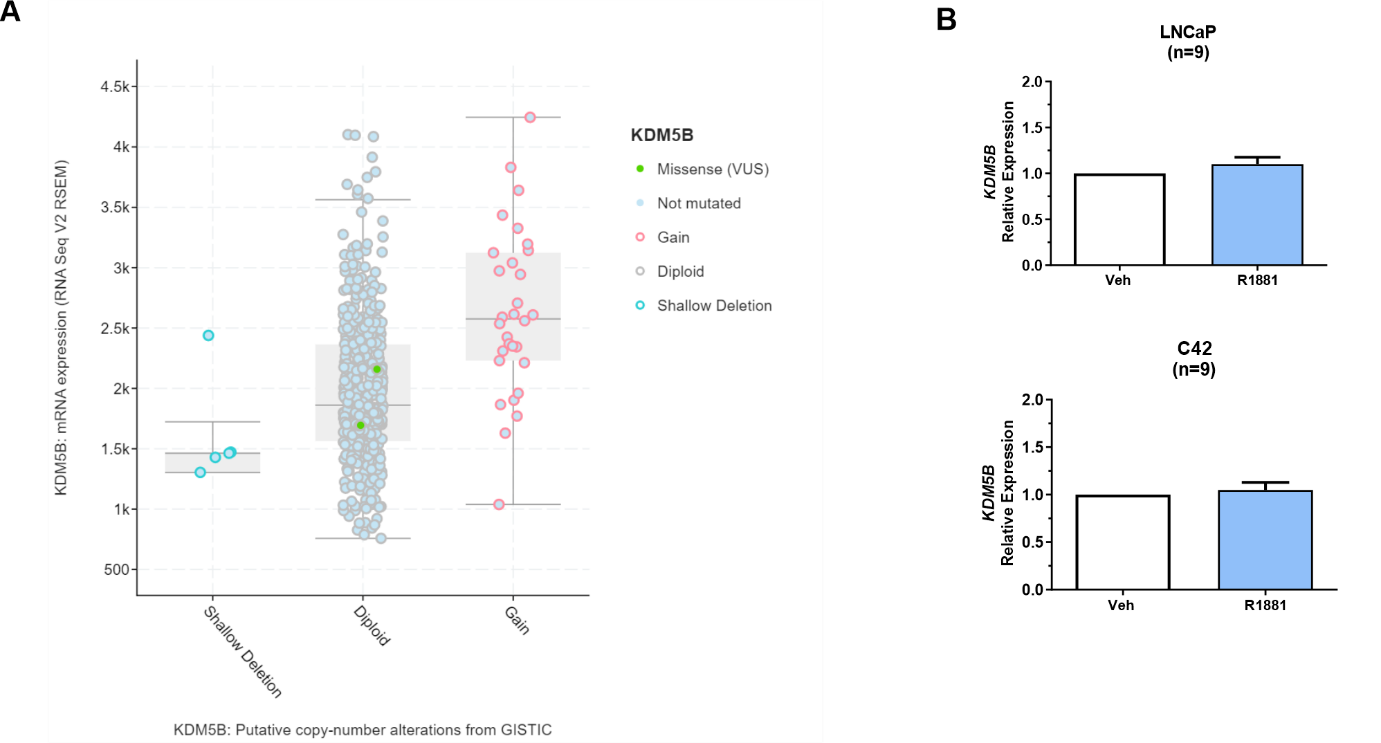

**Supplementary Figure 2.**

KDM5B protein immunohistochemistry was used in non-malignant (n = 43) and prostate cancer (n = 97) specimens. Representative KDM5B staining of normal tissue (A), tumour tissue (B) and less differentiated tumour tissue (C; Scale bars: 50 μM). (D) H-score evaluation of KDM5B cytoplasmic staining cytoplasmic H-score, low = 25-50, medium = 55-75, high = 80-150. Statistical p-values were determined by χ2-test KDM5B H-scores were correlated with biochemical recurrence using Kaplan Meier estimate (n = 30) for both cytoplasmic (E) and Nuclear (F) staining. Nuclear H-score: low = 0-20, medium = 25-40, high = 45-155; Cytoplasmic H-score: low = 25-50, medium = 55-75, high = 80-150; BCR = Biochemical recurrence. Statistical analysis was performed with log-rank test.

**
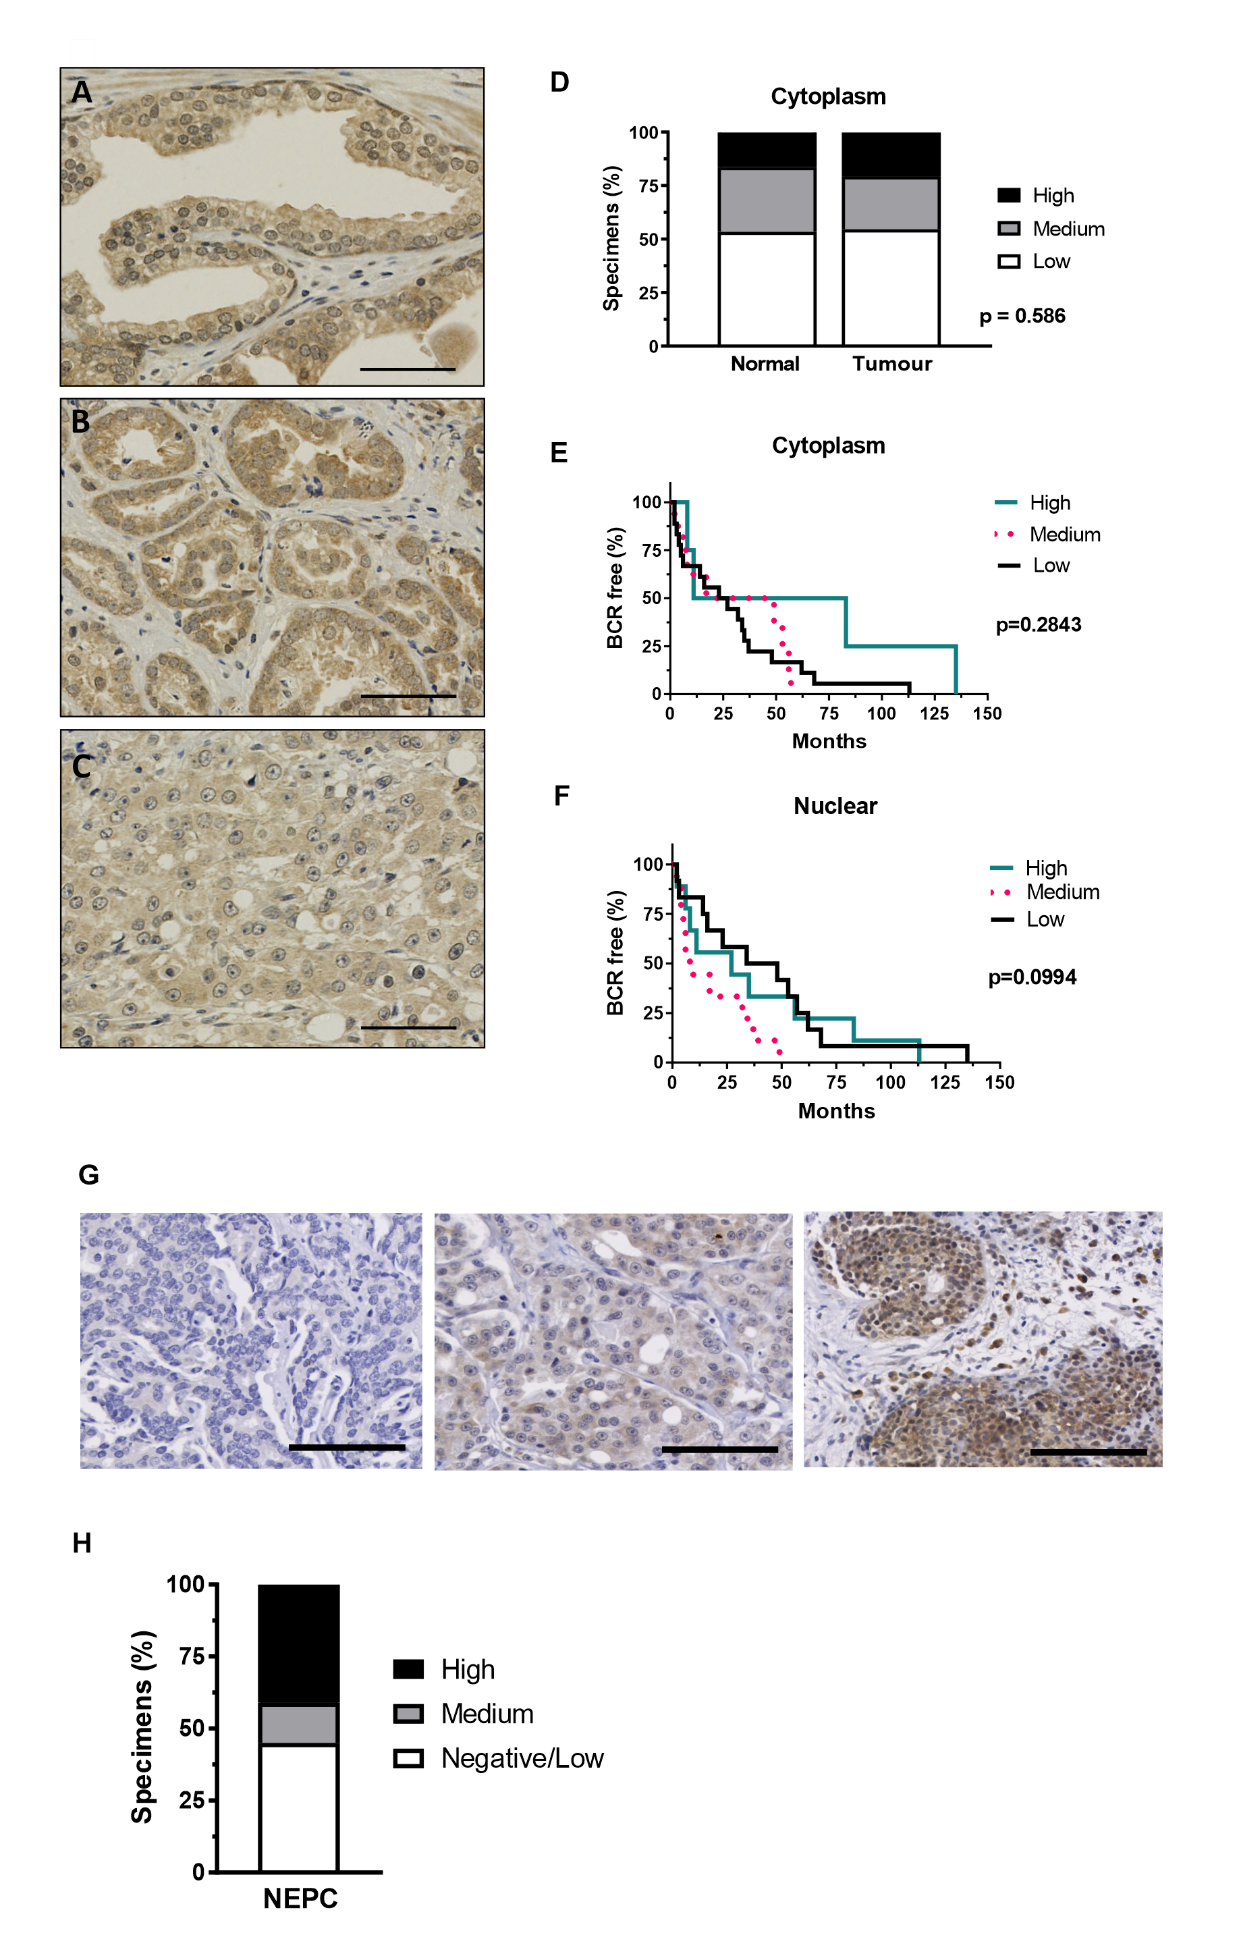
**

**Supplementary Table 1**

**PRAD-TCGA differential gene analysis between tumours with low and high levels of *KDM5B***

(A) Differentially expressed genes lower in Q1 (higher in Q4) and higher in Q1 (lower in Q4). Genes shown are significantly different between the two groups (Q1, low *KDM5B* and Q4, high *KDM5B*) log2 fold change ≥ 1 and FDR p value < 0.05. (B) Pathways identified from the differential expressed genes.

**Supplementary Table 2**

**Differential gene expression analysis between vehicle and CPI-455 treated LNCaP cells**

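Supplementary Table S2A gives for each gene a log2 fold change of vehicle over CPI-455 and an FDR. The first 1997 genes of each of its columns, those with the smallest FDR, were compared with the values computed from the deposited counts. Of these, 3960 passed the expression filter, and each one was called differentially expressed in the listed direction by edgeR's quasi-likelihood test. As these genes were ranked by FDR on the same libraries, this agreement was expected and does not measure how stable the calls are. Across these genes the paper's log2 fold change and the recomputed one had a Pearson correlation of 0.9996, where genes are not independent replicates. The paper's log2 fold change was higher by a median of 0.12, with an SD of 0.10 across genes.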

(A) Significant differential genes between vehicle and CPI-455 treated LNCaP cells had log2 fold change ≥ 1 and FDR p value < 0.05. (B) *AR* and AR target gene expression changes between vehicle and CPI-455 treated LNCaP cells.

**Supplementary Table 3**

Differentially expressed splicing variants between vehicle and CPI-455 for each splicing event

**Supplementary Table 4**

Pathway analysis of the alternative splice events between vehicle and CPI-455 treated LNCaP cells.

How the deposited data were processed for this re-analysis (not part of the article)

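RNA-seq libraries of 4 LNCaP cultures were analysed, 2 treated with 1 nM R1881 and vehicle and 2 with 1 nM R1881 and 50 µM CPI-455, for 72 h. Treatments and replicates were taken from the sample labels and the paper's methods. The methods give the vehicle as 0.05% DMSO and the sample labels give a final concentration below 0.01%, and the paper's value was used. The qPCR, immunoblot, siRNA, tissue and proliferation experiments, the LNCaP:C4-2 cells and the splicing analysis of the reads were not analysed here.

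The authors removed adapters and low-quality bases with TrimGalore, aligned the reads to GRCh38 with STAR and counted fragments per gene with featureCounts v1.5.0-p1 on the annotation of Ensembl release 83. The deposited values are raw counts of fragments on the exons of each gene, one library at a time, without normalization. The counting options in the file headers are the defaults apart from counting fragments in place of reads. Strand was therefore not used, and fragments with several alignments or overlapping several genes were left out, so genes with near-identical copies and overlapping genes on either strand are measured less surely. The paper's text does not name how RNA was selected for the libraries or whether they were stranded.

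Gene coordinates and exons are those of the deposited files on GRCh38. Gene symbols were matched for 56558 genes, and the others were kept by their Ensembl identifiers. GENCODE release 44, used for gene types, holds 56558 of the genes, and 56509 of these lie on the same chromosome and strand and overlap in both annotations. Exon GC content was computed from the GRCh38 sequence.

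The comparison of the 2 groups was made with edgeR 4.0.16 in R 4.3.3. Libraries were normalized with TMM (factors 1.08 and 1.06 with vehicle, 0.936 and 0.936 with CPI-455), genes were filtered with filterByExpr at its minimum of 10 counts, and glmQLFit and glmQLFTest were run without covariates. Genes with an FDR (Benjamini-Hochberg) below 0.05 and a change of at least 2-fold were called, the thresholds of the paper. The log2 fold change is vehicle over CPI-455, as in the paper's volcano plot. Values per gene are normalized counts scaled to library size by edgeR (CPM), given as mean ± SD over 2 replicates.

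Gene sets were tested with camera from limma 3.58.1 at an inter-gene correlation of 0.01 and by Fisher's exact test of the share called. Fisher's test takes genes as independent, which genes measured in the same 4 libraries are not. Camera p-values were adjusted over the 13 sets (Benjamini-Hochberg), and the adjusted values are given. They are sets of gene symbols written for the purpose, since the KEGG lists of the paper were not used here. Some genes and gene sets are not reported here. The background of each share is the other tested genes, protein-coding ones for sets of protein-coding genes. Genes with an alternative 5′ splice site event were compared with 10000 random lists of equal size matched on mean expression.

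Genes are named in the text by a rule made in advance. It takes genes the paper names in its expression experiments and as targets of the inhibitors, the first 5 genes of each column of Supplementary Table S2A, and the 5 called genes with the largest change in each direction among those with a mean log2 CPM of at least 5. Other genes named here were chosen after their values were seen, or belong to one of the gene sets.

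The median library held 20157186 counted fragments with vehicle and 7462254 with CPI-455. The smallest share that 3 counts can show was 0.145 to 0.153 CPM with vehicle and 0.315 to 0.555 CPM with CPI-455. Shares of single libraries have Wilson intervals at a confidence level of 95%. Intervals and limits cover counting error only, since fragments without molecular identifiers are not independent molecules.

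With 2 libraries per group, leaving out a library gives a fold change but no test, and exchanging libraries between groups was not used as a test. The labels number the replicates 1 and 2 in both groups. That numbering is the only source of a pairing, and neither the labels nor the paper's methods say that same-numbered cultures were grown together.

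The alternatives were RLE size factors, upper-quartile normalization, library totals only, normalization without the mitochondrially encoded genes and MALAT1, no filter, a minimum of 10 counts in every library, DESeq2 1.42.0, edgeR's likelihood-ratio test with and without the filter, a replicate block, and a smooth trend on exon length and GC content (mgcv 1.9.3) removed from each library, with and without the block. The counts of called genes were also made at an FDR below 0.01 and with glmTreat. A likelihood-ratio test with one common dispersion and no filter was added after seeing the data.

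The test was checked on simulated counts for 17600 genes with the means and library sizes of the real libraries, of which 200 were changed by a log2 fold change of 1.5. It called 157 of the 200 (78.5%) in the simulated direction with a median size of 1.51, and it called 11 other genes. A simulated set of 80 genes shifted by 0.5 on the log2 scale gave a camera p-value of 3.060e-25 and an unshifted set of equal size one of 0.619. Some of the 11 other genes can belong to the shifted set. The 200 genes were changed equally often up and down, and they are far fewer than the 42.4% called in the real libraries. The simulation therefore does not check the normalization or the number of calls there. Counts were drawn independently for each gene, so its camera p-values do not carry over to real gene sets.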

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

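The test of RNA selection in this part was chosen only after the result was seen.

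Expression of 4 kinds of genes that the paper's text does not discuss stood above the level in the vehicle libraries. MALAT1 took 5.72% ± 1.09 (SD, n = 2) of all counts with CPI-455 and 0.101% ± 0.0182 (SD, n = 2) with vehicle. The single CPI-455 libraries gave 4.95% (95% Wilson interval 4.94% to 4.96%) and 6.49% (6.47% to 6.51%). The 23 tested replication-dependent histone genes had a median log2 fold change of -2.28, with 14 called higher with CPI-455 and 3 lower (adjusted p = 1.291e-08 in limma's camera test, over 13 sets). The 57 tested small nucleolar RNA genes had a median of -4.58, with 52 called higher and none lower (adjusted p = 1.926e-11). The 24 heat shock genes had a median of -0.58, with 9 called higher and 2 lower (adjusted p = 1.821e-06). These 3 sets hold H2BC21, SNORD14E and HSPA1B, which are among the first 5 upregulated genes of Supplementary Table S2A. That list comes from these same libraries, so the p-values of the 3 sets are not independent support.

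For MALAT1, the histone genes and the small nucleolar RNA genes, a few genes taking a large part of the counts was weighed as a technical explanation, since the 10 highest genes took 3.45% of the counts in each vehicle library and 9.57% and 11.0% in the CPI-455 libraries. With MALAT1 and the mitochondrially encoded genes left out of the normalization the median of the histone genes was still -2.28. TMM already trims such genes and this setting moved little, so this test does not decide. Counts taken by a few genes with CPI-455 would make the other genes look lower there, the opposite of the rise of the histone and small nucleolar RNA genes, and TMM and library totals only differed by 0.19 on the log2 scale. With a trend on exon length and GC content removed from each library, the median of the small nucleolar RNA genes was -2.07 (adjusted p = 0.0246, camera). Their median exon length was 130 bases, and the trend was fitted to them among the other genes. It can therefore take up their difference whatever its cause. The value of -2.07 does not show that length or GC content accounts for part of it. The histone genes moved to -1.38 (adjusted p = 1.420e-04). MALAT1 moved the other way, from a log2 fold change of -6.01 to -6.56, so the fitted trend does not account for its rise. Only 57 of 550 small nucleolar RNA genes and 23 of 64 histone genes passed the expression filter, and many of these genes have near-identical copies whose shared fragments the authors' counting left out. That was not tested.

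A difference in RNA selection between the groups would also raise RNAs without a poly(A) tail, among them most histone and small nucleolar RNAs. Of cytoplasmic RNAs of this kind only RN7SL2 could be tested, with a log2 fold change of 0.57 (FDR = 0.351, counts of 1333 and 1050 with vehicle and 539 and 55 with CPI-455). One gene is too few to tell, and the pattern cannot be told apart from that explanation. A higher share of nuclear or unspliced RNA may also contribute, because MALAT1 stays in the nucleus and most small nucleolar RNAs lie in introns. Genes lying in introns had a log2 fold change lower than that of their host gene by a median difference of -2.85. A set of long non-coding RNAs written by hand as kept in the nucleus, MALAT1 among them, had a median of -1.36 over 8 tested genes, with 5 called higher and none lower (adjusted p = 2.291e-05, camera). Its members XIST (0.78, FDR = 6.272e-04) and NORAD (0.85, FDR = 1.376e-04) went the other way. Where these RNAs lie was not measured here, and NORAD is known as mainly cytoplasmic, so of the 2 only XIST goes against a higher share of nuclear RNA. The same limit holds for the 5 called higher, among them SNHG1 (-2.45) and GAS5 (-1.10), whose place in the nucleus was not checked. How far the median of this set bears on nuclear RNA is therefore uncertain. RNA selection and nuclear RNA remain as explanations, and a response of these genes to CPI-455 is a further hypothesis that these libraries do not separate from them.

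The heat shock genes are mostly protein-coding, so the tests on RNAs without a tail bear on them less. Their median was -0.97 with the length and GC trend removed and -0.58 without MALAT1 and the mitochondrially encoded genes in the normalization. Over the settings that leave this trend in, it ranged from -0.76 with upper-quartile normalization to -0.40 with library totals only. HSPA1A and HSPA1B share near-identical sequence, and DNAJB1 (log2 fold change -3.84), HSPB1 (-2.61) and HSPA8 (-2.55), chosen after their values were seen, rose without being copies of them. A stress response to 50 µM CPI-455 may underlie this. It remains a hypothesis, since nuclear RNA and RNA selection were not ruled out for these libraries.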

How the results depend on the processing

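The alternatives were chosen before the deposited counts were examined, apart from the likelihood-ratio test with one common dispersion and no filter, which was chosen after seeing the data. The likelihood-ratio test without a filter was included because Supplementary Table S2A points to it. That table comes from these same libraries, so the choice was not blind to the paper's results. In all, 13 settings besides the one reported were fitted, and 4 fits each left out one library. For SP1 and for the medians of the Hippo, WNT, PI3K/AKT, ribosomal protein, oxidative phosphorylation and mitochondrially encoded protein genes, the direction and the side of the threshold stayed under each of these settings that gave a test.

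The number of genes called was 7454 and lay between 5645 and 8318 with other normalizations, filters and tests and at an FDR below 0.01. It was 4805 (2350 lower and 2455 higher with CPI-455) with glmTreat. It was 11899 (5578 lower, 6321 higher) with one common dispersion and no filter. Of these 11899 genes, 4790 were not called in the reported setting, and 3491 of the 4790 had not passed its filter. The 4790 genes had a median of 15 counts summed over the 4 libraries. Of all 11899 genes, 1146 had counts in one library only. The share of lower genes among those called was 50.4%, 41.9% with upper-quartile normalization and 59.3% with library totals only. These scalings moved the median of all genes by -0.17 and 0.19 on the log2 scale, and the quasi-likelihood fit with no filter moved it by 0.15.

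Leaving out one library in turn gave a median log2 fold change from 0.74 to 0.83 for Hippo, 0.84 to 0.95 for WNT and 0.63 to 0.89 for PI3K/AKT. It gave -1.25 to -1.15 for the ribosomal protein genes, -1.05 to -0.91 for the nuclear-encoded oxidative phosphorylation genes and 4.04 to 4.43 for the mitochondrially encoded protein genes. These fits have no test, so they give no number of called genes and no share of splice event genes.

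The share of genes with an alternative 5′ splice site event that were called was the least stable result. The reported 36.2% is under the share of the other genes. It could no longer be told apart from that share with upper-quartile normalization (39.7%, p = 0.0916), with DESeq2 (36.0%, p = 0.159), with the length and GC trend removed (38.6%, p = 0.903) and for events of at least 20 percentage points (39.1%, p = 0.0771), all by Fisher's exact test. It lay above the share of the other genes with no filter (34.2%), with the likelihood-ratio test and no filter (34.0%) and with one common dispersion and no filter (34.5%). With the replicate block and the length and GC trend removed (38.4%) it also lay above, by an amount that could not be told apart from none (p = 0.424, Fisher's exact test). The fits without a filter count genes with few or no counts among the others. The cause was not tested for the remaining settings.

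KDM5C and ACTB changed sign around 0. KDM5C had a log2 fold change of 0.16 with library totals only and 0.12 in each of the 3 fits with no filter, and from -0.15 to 0.10 with one library left out. ACTB had -0.14 with upper-quartile normalization, -0.0096 with at least 10 counts in every library, and from -0.077 to 0.10 with one library left out. Neither was called differentially expressed in any of them. KDM5B fell below 2-fold with upper-quartile normalization (0.90) and with the length and GC trend removed (0.65). Among the results for single genes and other sets, 578 values kept their direction and side, 11 passed a threshold they had not passed, 10 no longer passed one, and 29 with no test moved by more than the replicate SD. The cause was not tested.

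The replicates share the numbers 1 and 2 in both groups. Deviations of same-numbered libraries from their group means had a correlation of 0.04 across genes, so the numbers do not show a pairing. With the replicate number as a block, 3745 genes were called lower and 3422 higher, SP1 had a log2 fold change of 1.79, and the medians were 0.84 for Hippo (adjusted p = 2.119e-04, camera), 0.97 for WNT (3.112e-05), 0.72 for PI3K/AKT (0.00106), -1.22 for ribosomal protein genes (1.503e-30), -0.95 for oxidative phosphorylation genes (5.729e-14) and 4.26 for mitochondrially encoded protein genes (1.839e-56). The block leaves 1 residual degree of freedom, and edgeR then estimated one trend of spread for all genes, with infinite prior degrees of freedom where the reported fit had 7.26.

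Camera does not depend on whether the quasi-likelihood or the likelihood-ratio test is used, so the set medians have no separate values under the latter. Depth limits genes with low counts: the CPI-455 libraries had a median of 7462254 fragments against 20157186.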

Differences from the paper's values

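The paper reports 11735 differentially expressed genes, and the deposited counts gave 7454. The paper's numbers of upregulated and downregulated genes add up to more than its total, and which of them is right was not resolved. Among the alternatives set before the data were examined, 7844 genes were called with no filter, 7937 with the likelihood-ratio test and 8318 with the likelihood-ratio test and no filter, which are within 1.5 times of the paper's number. The other alternatives set before the data were examined gave 4805 to 7691 genes and were not. A likelihood-ratio test with one common dispersion and no filter, chosen after seeing the values, called 11899 genes. Supplementary Table S2A points to a likelihood-ratio test without a filter in the paper. Part of the difference from 7454 may therefore lie in the filter and test used here. That change alone gave 8318 genes, so it does not account for all of the difference.

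For genes upregulated with CPI-455 the paper gives 6626, against 3698 here. None of the alternatives set before the data were examined came within 1.5 times of the paper's number, and their highest was 4298 with upper-quartile normalization. The test with one common dispersion and no filter, chosen after seeing the values, gave 6321. The paper's 5416 downregulated genes are within 1.5 times of the 3756 here. Among the alternatives set before the data were examined, some gave 3665 to 4656 genes and were also within it. The others gave 2350 (glmTreat) to 3293 (DESeq2) and were not. These were also at least 10 counts in every library (2669), upper-quartile normalization (3096) and an FDR below 0.01 (3219). The length and GC trend removed, without (3175) and with the block (3163), was not within it either.

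For HSPA1B the paper's value is -5.86 and the value here -5.98, with a replicate SD of 0.11. Library totals only (-5.79), no filter (-5.83) and the likelihood-ratio test with no filter (-5.83) came within that SD, and so did one common dispersion with no filter (-5.83), chosen after seeing the values. The remaining alternatives gave values from -6.16 to -5.72.

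The paper's FDR of SP1 is 1.03e-22, against 3.599e-06 from the quasi-likelihood test. Supplementary Table S2A points to a likelihood-ratio test in the paper, so these values appear to come from different tests. None of the alternatives came within 1.5 times of the paper's FDR. DESeq2 gave 3.749e-34 and the likelihood-ratio test with no filter 9.545e-40, and the range over the alternatives set before the data were examined was 6.485e-40 to 6.655e-06 with the replicate block and upper-quartile normalization at its ends. One common dispersion with no filter, chosen after seeing the values, gave 1.792e-19.

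The paper states that RT-qPCR in LNCaP did not show lower FOXA1 with CPI-455 (Figure 4C). In the RNA-seq counts FOXA1 was lower with a log2 fold change of 2.69, and Supplementary Table S2A of the paper also lists it as lower. The RT-qPCR is another assay and was not analysed here.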

Other observations

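The test of nuclear copies of the mitochondrial genome in this part was chosen only after the result was seen.

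The CPI-455 libraries had less depth than the vehicle libraries, and 42.4% of the tested genes were called. When the vehicle libraries were thinned at random to 7462254 fragments each, the mean depth of the CPI-455 libraries, 6587 genes were called, 3128 lower and 3459 higher. Of these, 6316 were called in the same direction at full depth. The difference in depth alone therefore leaves most of the calls in place.

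Genes that lie wholly in an intron of a protein-coding gene on the same strand were compared with their host genes, over 404 pairs in which both were tested. The log2 fold change of the intronic gene was below that of its host in 347 pairs (85.9%, exact 2-sided sign test p = 8.251e-52, across genes, which are not independent replicates), with a median difference of -2.85. Without small RNA genes, the difference was -2.54 in 326 pairs and 84.0% of them lay below the host. More unspliced or nuclear RNA in the CPI-455 libraries is a candidate explanation that this result fits. Genomic DNA in the libraries is another, and was examined through 395 olfactory receptor genes, taken as mostly silent. Whether LNCaP cells transcribe some of them was not checked. They took 6.12 and 5.46 CPM with vehicle and 8.09 and 12.2 with CPI-455. The lowest CPI-455 library was 1.32 times the highest vehicle library, less than the 2 times set for this test. Any of these genes that are transcribed would add to the level in each library and could mask a rise from DNA. The share rose in both CPI-455 libraries, so a contribution of DNA is not excluded. Whether CPI-455 itself raises unspliced RNA, or the RNA preparations differed, these libraries cannot separate. The paper reports that most retained introns occurred with CPI-455 (Figure 5C), from the same libraries.

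All 13 protein genes of the mitochondrial genome were called lower with CPI-455, and their share of all counts was 1.62% ± 0.306 (SD, n = 2) with vehicle and 0.0870% ± 0.0111 (SD, n = 2) with CPI-455. The 2 mitochondrially encoded ribosomal RNAs differed from them and from each other. Their share was 0.541% ± 0.0561 with vehicle and 1.02% ± 0.185 with CPI-455 (SD, n = 2 each), and the log2 fold changes were 0.22 for MT-RNR1 (FDR = 0.495) and -1.32 for MT-RNR2 (FDR = 2.102e-05). MT-RNR1 depended on the setting, with 0.04 to 0.98 and an FDR down to 1.373e-26 over the alternatives, and -0.21 to 0.83 with one library left out. Genes for oxidative phosphorylation encoded in the nucleus rose. Gene length and GC content go against being the cause, since the median of the 13 genes was 5.11 with that trend removed, where it was 4.26 before. The 5 tested nuclear copies of the mitochondrial genome had a median log2 fold change of 2.26 and so fell as well. Fragments shared with such copies were counted in neither place, so this test does not decide whether fragments were lost to them. All 4 libraries were counted in the same way, and a loss alike in both groups would cancel in the fold change. A lower level of mitochondrial messenger RNA with CPI-455 may be a biological effect. It cannot be told apart from a difference in RNA selection. A higher share of nuclear RNA, for which the intronic genes gave a value of -2.85, would lower all mitochondrial RNA and so does not by itself give the higher MT-RNR2.

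The ribosomal protein genes rose with CPI-455. Their median length over all annotated exons was 2907 bases. With the trend on exon length and GC content removed their median was -1.10 in place of -1.22, with an adjusted camera p-value of 1.184e-28, so the fitted trend accounts for little of it. This length is not that of the transcripts, and an effect of transcript length is not excluded. Over all protein-coding genes the log2 fold change had a Spearman correlation of 0.140 with exon length and -0.193 with GC content across 13813 genes, and both together explained 4.16% of its variance. Genes for mitochondrial ribosomal proteins rose less, with a median of -0.41 (adjusted p = 0.00556, camera), and they no longer passed with that trend removed (-0.42, adjusted p = 0.0865). Whether the 2 families differ was not tested.

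Among the genes of the KDM5 family and KDM1A, KDM5B was lower with a log2 fold change of 1.07 (standard error 0.12, FDR = 4.915e-05), and KDM5A was higher by less than 2-fold (-0.77, FDR = 3.670e-04). KDM5A passed 2-fold with the length and GC trend removed (-1.24). KDM5C was unchanged within its error in the reported setting (-0.03, standard error 0.12, FDR = 0.829). With the length and GC trend removed KDM5C had -0.25, with an FDR of 0.0518 without the replicate block and 0.0322 with it, and stayed under 2-fold. KDM5D had 95 and 98 counts with vehicle and 18 and 6 with CPI-455, with a log2 fold change of 1.42 (FDR = 0.0199) that was not called with DESeq2 or with the length and GC trend removed. KDM1A was higher by less than 2-fold (-0.55, FDR = 0.00231). GAPDH, to which the paper normalises its RT-qPCR, had a log2 fold change of 0.23 (FDR = 0.136). It had an FDR below 0.05 in 6 of the 13 other settings, among them library totals only (0.42, FDR = 0.0128) and the length and GC trend removed (0.45, FDR = 0.00240), and stayed under 2-fold in all. ACTB had 0.04 (FDR = 0.793).

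XIST, chosen after its values were seen, had 60748 and 51280 counts with vehicle and 14566 and 7034 with CPI-455. Its log2 fold change of 0.78 (FDR = 6.272e-04) was under 2-fold. XIST RNA stays in the nucleus, so a higher share of nuclear RNA with CPI-455 would not by itself make it fall. No explanation was tested.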
